# Mesenchymal stromal cells modulate the molecular pattern of healing process in tissue-engineered urinary bladder: the microarray data

**DOI:** 10.1186/s13287-019-1266-1

**Published:** 2019-06-13

**Authors:** Marta Pokrywczynska, Marta Rasmus, Arkadiusz Jundzill, Daria Balcerczyk, Jan Adamowicz, Karolina Warda, Lukasz Buchholz, Tomasz Drewa

**Keywords:** Urinary bladder, Healing, Regeneration, Regenerative pathways, Tissue engineering, Adipose tissue derived mesenchymal stromal cells, Microarrays, Hedgehog signaling pathway

## Abstract

**Background:**

Molecular mechanisms underlying the regenerative process induced by stem cells in tissue-engineered urinary bladder are poorly explained. The study was performed to explore the pathways associated with regeneration process in the urinary bladder reconstructed with adipose tissue-derived mesenchymal stromal cells (ASCs).

**Methods:**

Rat urinary bladders were reconstructed with bladder acellular matrix (BAM) (*n* = 52) or BAM seeded with adipose tissue-derived mesenchymal stromal cells (ASCs) (*n* = 52). The process of bladder healing was analyzed at 7, 30, 90, and 180 days postoperatively using macroscopic histologic and molecular techniques. Gene expression was analyzed by microarrays and confirmed by real-time PCR.

**Results:**

Numerous differentially expressed genes (DEGs) were identified between the bladders augmented with BAM seeded with ASCs or BAM only. Pathway analysis of DEGs allows to discover numerous pathways among them Hedgehog, TGF-β, Jak-STAT, PI3-Akt, and Hippo modulated by ASCs during the healing process of tissue-engineered urinary bladder. Real-time PCR analysis confirmed upregulation of genes involved in the Hedgehog signaling pathway including Shh, Gli1, Smo, Bmp2, Bmp4, Wnt2, Wnt2b, Wnt4, Wnt5a, and Wnt10 in urinary bladders reconstructed with ASC-seeded grafts.

**Conclusion:**

The study provided the unequivocal evidence that ASCs change the molecular pattern of healing in tissue-engineered urinary bladder and indicated which signaling pathways triggered by ASCs can be associated with the regenerative process. These pathways can be used as targets in the future studies on induced urinary bladder regeneration. Of particular interest is the Hedgehog signaling pathway that has been upregulated by ASCs during healing of tissue-engineered urinary bladder.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-019-1266-1) contains supplementary material, which is available to authorized users.

## Background

Tissue engineering of the urinary bladder is a fast-developing field of regenerative medicine [1]. Despite the lack of successful solutions being translated into clinical practice, tissue engineering of the urinary bladder is constantly making progress. New reconstructive therapies for urologists are reflected through the large amount of new research evaluating the latest stem cell and biomaterial science achievements for induced bladder regeneration. In reality reconstructive urology is still based on the approach established at the end of the nineteenth century, i.e., utilizing bowel wall as a replacement for urinary tracts. Therefore, known surgical techniques are reaching their limits in terms of a functional result that might be improved upon by gradual implementation of tissue engineering solutions [2]. In this context, tissue engineering seems to be a natural path for reconstructive urology development and might overcome the increasing stagnation in this field. Principles of bladder tissue engineering have been established a decade after the landmark research by Atala et al., which drew the urology community’s attention on opportunities offered by regenerative medicine [3]. Stem cells, especially mesenchymal stem cells (MSCs), are the most commonly used cell population in tissue engineering, which can deliver paracrine factors that rearrange the local healing response [4, 5]. Numerous studies indicated that stem cells promote regeneration of tissue-engineered urinary bladder preventing fibrosis and scar formation [4–12]. Regeneration outcomes were found to be strictly dependent on the number of cells used for the bladder reconstruction [12]. Nevertheless, the exact mechanism by which stem cells trigger the underlying regenerative process is still poorly understood. Stem cell paracrine stimuli can promote healing by activation of regenerative pathways that have been silenced during ontogenesis. Regeneration is a complex process that is the result of actions from multiple signaling pathways that are linked together and activated in a synchronized manner. The Holy Grail of regenerative medicine is to define regenerative pathways and to develop effective methods of gene switching to direct tissue healing from repair to regeneration. Theoretically, postnatal tissue regeneration should recapitulate embryonic organogenesis; thus, the same cellular and molecular mechanisms that orchestrate urinary bladder development should be activated in adult to induce urinary bladder regrowth. In most cases, we focus our attention and research efforts on selected signaling pathways, and in turn, we risk overlooking connections between them. In this study, for the first time, we applied genome wide microarray analysis of gene expression to obtain a broad view of signaling pathways influenced by mesenchymal stromal cells. We aimed to determine the complexity of the healing response by implanted stem cells. Based on the obtained results, in the next step, we focused on the analysis of the Hedgehog signaling pathway that is one of the most important pathways for normal urinary bladder development.

## Methods

### Study design

Rat urinary bladders were reconstructed with bladder acellular matrix (BAM) (*n* = 52) or BAM seeded with adipose tissue-derived mesenchymal stromal cells (ASCs) (*n* = 52). The process of bladder healing was analyzed at 7, 30, 90, and 180 days postoperatively using macroscopic, histologic, and molecular techniques. Gene expression was analyzed by microarrays and confirmed by real-time PCR. Experiment workflow is presented in Fig. 1.

**Fig. 1:**
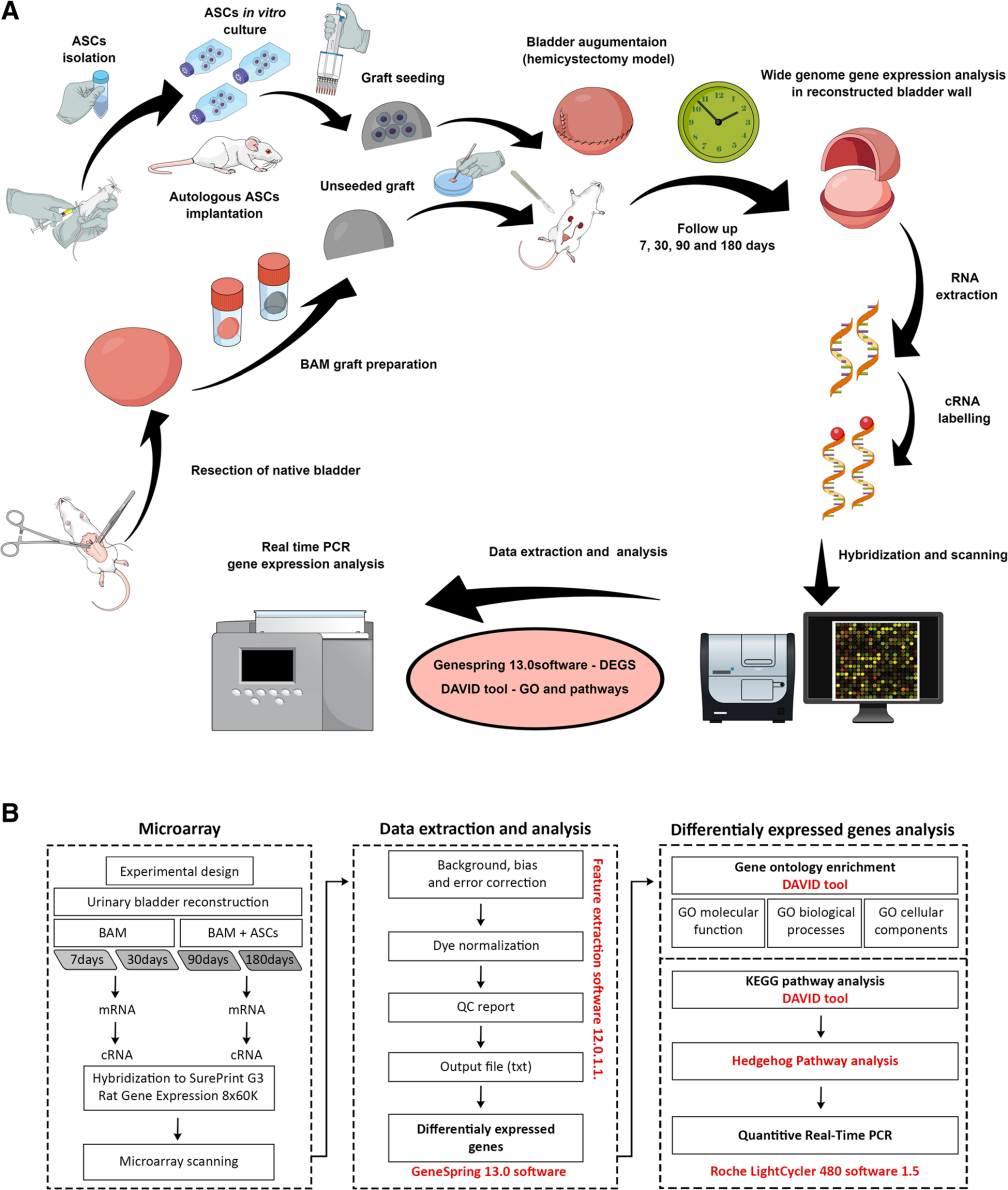
**a**, **b** Experiment workflow. Urinary bladders were reconstituted with bladder acellular matrix (BAM) seeded or unseeded with autologous adipose stromal cells (ASCs). Process of bladder healing was analyzed in 7, 30, 90, and 180 days follow-up using microarrays and real-time PCR. DEGs, differentially expressed genes; GO, gene ontology

### Rats

Male Wistar rats from the Mossakowski Medical Research Center, Polish Academy of Sciences, were used as donors of adipose tissue for stem cells isolation and urinary bladders for acellular matrices preparation as well as an experimental model of urinary bladder augmentation. The study was carried out in strict accordance with recommendations from the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health [13]. The protocol was approved by the Nicolaus Copernicus University Ethics Committee (no. 46/2012).

### Adipose tissue-derived mesenchymal stromal cells isolation and culture

Adipose tissue-derived mesenchymal stromal cells (ASCs) were isolated from the retroperitoneal adipose tissue harvested from 52 male Wistar rats and cultured as previously described [12]. Briefly, an adipose tissue was digested in collagenase P (Roche Diagnostics GmbH, Switzerland) in Hank’s Balanced Salt Solution (HBSS; Pan-Biotech, Germany) (1 mg/ml) supplemented with calcium chloride (5 mM, Sigma-Aldrich, Germany) and HEPES Buffer (PAA, Austria) at a concentration of 1 ml enzyme solution/1 g of tissue for 10 min at 37 °C. Isolated cells were cultured in Dulbecco’s modified Eagle’s medium/Ham’s F12 (DMEM/Ham’s F12) (HyClone, USA) supplemented with 10% fetal bovine serum (FBS) (Sigma-Aldrich, Germany), basic fibroblast growth factor (b-FGF) (10 ng/ml, Gibco, USA), penicillin/streptomycin (100 U/ml/100 μg/ml, HyClone, USA), and amphotericin B (5 μg/ml, Corning, USA) at 37 °C in 5% CO_2_ atmosphere and 95% humidity until the third passage.

### Adipose tissue-derived mesenchymal stromal cell immunophenotype and multipotency

The expression of ASCs surface markers was analyzed to confirm their immunophenotype. For this purpose, ASCs were incubated with fluorescein isothiocyanate (FITC)- or phycoerythrin (PE)-conjugated monoclonal antibodies against CD11b, CD29, CD31, CD34, CD44, CD45, and CD90 (BD Biosciences, USA, Santa Cruz Biotechnology, USA) for 30 min at 4 °C in dark. FITC- or PE-conjugated IgG1, IgG2a, IgM, and IgA were used as isotype controls (BD Biosciences, USA). Cell surface marker expression was analyzed on BD FACSCanto II using BD FACSDiva™ Software (BD Biosciences, USA). The multipotential character of ASCs was confirmed by their ability to differentiate into adipogenic, chondrogenic, and osteogenic lineages in appropriate media (Mesenchymal Adipogenesis Kit, Merck Millipore, USA; StemPro™ Chondrogenesis Differentiation Kit, Life Technologies, USA; StemPro™ Osteogenesis Differentiation Kit, Life Technologies, USA) following the manufacturer’s instruction. ASCs cultured in the standard medium were used as a control. Adipogenesis, chondrogenesis, and osteogenesis were confirmed by Oil Red O (Merck Millipore, USA), Alcian Blue (Sigma-Aldrich, Germany), and Alizarin Red (Merck Millipore, USA) stainings, respectively.

### Bladder acellular matrix

Urinary bladders were harvested from 113 male Wistar rats and washed in sterile phosphate-buffered saline (PBS; Pan-Biotech, Germany) supplemented with penicillin/streptomycin (100 U/ml/100 μg/ml, HyClone, USA) and amphotericin B (5 μg/ml, Corning, USA). Subsequently, the urinary bladders were longitudinally sectioned and then submucosa and urothelium layers were removed by manual scraping. Next, the urinary bladder tissues were frozen (− 80 °C) and thawed (37 °C) three times in 5-mM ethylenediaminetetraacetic acid (EDTA; Sigma-Aldrich, Germany) and 10-mM Tris HCl (Life Technologies, USA) solution and then placed in isopropanol (≥ 99.5%, Sigma-Aldrich, Germany) followed by overnight incubation at room temperature. After that, the urinary bladder tissues were transferred to 0.5% Triton X-100 (Sigma-Aldrich, Germany) and 26.5 mM ammonium hydroxide (Honeywell, USA) solution for 14 days with fresh solution change every 3–4 days. Subsequently, the urinary bladder tissues were washed overnight in Hank’s balanced salt solution (HBSS; Pan-Biotech, Germany) supplemented with benzonase nuclease (2 U/mL, Sigma-Aldrich, Germany) at 37 °C. Finally, acellular matrices were thoroughly washed with sterile double-distilled water and stored in 70% ethanol (Avantor Performance Materials, Poland) prior to use. The bladder matrices (*n* = 3) were evaluated by scanning electron microscopy (SEM; Auriga 60 scanning microscope, Zeiss, Germany) to confirm their acellularity.

### Graft preparation

ASCs from the third passage were seeded on BAMs in a density of 10 × 10^6^/cm^2^ and cultured for 7 days in Dulbecco’s modified Eagle’s medium/Ham’s F12 (DMEM/Ham’s F12) (HyClone, USA) supplemented with 10% fetal bovine serum (FBS) (Sigma-Aldrich, Germany), basic fibroblast growth factor (bFGF) (10 ng/ml, Gibco, USA), penicillin/streptomycin (100 U/ml/100 μg/ml, HyClone, USA), and amphotericin B (5 μg/ml, Corning, USA) at 37 °C in 5% CO_2_ atmosphere and 95% humidity. Cell morphology and the distribution of the cells into the scaffold were analyzed by SEM (*n* = 3).

### Urinary bladder augmentation

One hundred and four syngeneic male Wistar rats weighing between 250 and 300 g were randomly divided into eight equal groups (*n* = 13). Rats were anesthetized with sodium pentobarbital (15 mg/kg, i.p., Biowet, Poland) and lidocaine (20 mg/kg, i.m., Polfa, Poland) before undergoing hemicystectomy and bladder reconstruction with a graft of approximately 1 cm^2^ in size. Urinary bladders were reconstructed with BAM (first, second, third, and fourth groups) or BAM seeded with ASCs (fifth, sixth, seventh_,_ and eighth groups). The animals were sacrificed after 7 (first and fifth groups), 30 (second and sixth groups), 90 (third and seventh groups), and 180 (fourth and eighth groups) days. The reconstructed bladders were harvested for macroscopic, histological, and molecular analyses.

### Histological stainings

Two independent pathologists analyzed the regeneration of urothelium, smooth muscles, and inflammatory response in urinary bladder tissue sections stained routinely with H&E and Masson’s trichrome. The analysis was performed for three biological and three technical samples from each group.

### Microarrays

Reconstructed bladder walls were separated from native bladder tissues, placed in RNAlater solution (Thermo Fisher Scientific, USA), and stored at − 80 °C. Total RNA was isolated from 10 bladders, from each group using a High Pure RNA Tissue Kit (Roche Diagnostics, Switzerland) according to the manufacturer’s instructions. Quantity and purity of RNA were evaluated using a NanoDrop (Thermo Scientific, USA) and the integrity of the RNA was determined using a RNA 6000 Nano Kit on the Agilent 2100 BioAnalyzer (Agilent Technologies, USA). Only RNA samples with a RNA Integrity Number (RIN) above 7.0 were used for further analysis. Eight samples from each group (biological replicates) were chosen and subjected to microarray experimentation with the use of a SurePrint G3 Rat Gene Expression 8x60K Kit (Agilent Technologies, USA) in accordance with the One-Color Microarray-Based Gene Expression Analysis Protocol (Agilent Technologies, USA). Slides were scanned on a NimbleGen MS 200 Microarray Scanner (Roche, Switzerland), and data was extracted from images using Agilent Feature Extraction software 12.0.1.1. (Agilent Technologies, USA). Gene expression data analysis was performed with the use of GeneSpring 13.0 software (Agilent Technologies, USA). Significant differences in gene expression were determined by a two-way ANOVA test using Benjamini Hochberg correction. Hierarchical clustering was performed to show gene expression changes in all groups over time. Differentially expressed genes (DEGs) with fold change greater than 1.5 and statistical significance *p* < 0.01 were subjected to DAVID 6.8; Database for Annotation, Visualization and Integrated Discovery Classification System [14, 15]. for further analysis. Pathway analysis was performed using WikiPathways and the KEGG Pathway Database. List of DEGs uploaded to DAVID allowed for GO analysis to be performed, including functional categories: biological processes, molecular function, and cellular components. Only, GO with *p* < 0.05 were considered. The experimental data were prepared according to MIAME 2.0 standards and deposited in GEO, NCBI.

### Quantitative real-time PCR

Expression of Hedgehog pathway-related genes was quantified using real-time PCR. cDNA was synthesized from 500 ng of total RNA from ten bladders of each group according to the manufacturer’s protocol with the use of Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics, Switzerland). RealTime ready Custom Panel 96 (Roche Diagnostics, Switzerland) was used for quantitative real-time PCR in accordance with the manufacturer’s protocol. The primer and probe sequences were presented in Additional file 1: Table S1. The LightCycler 480 cycling parameters were denaturation in 95 °C for 10 min followed by 45 cycles of 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 1 s and after amplification a 40 °C cooling period for 30 s. The LightCycler 480 software 1.5 (Roche Diagnostics, Switzerland) was used to perform advanced relative quantification analysis. Statistical analysis of gene expressions was performed using IBM SPSS Statistics Software (Poland). All data are presented as a mean ± SD. Two group comparisons were done with Student’s *T* test. A value of *p* < 0.05 was taken as statistically significant.

### Data availability

The microarray gene expression data have been deposited at the NCBI Gene Expression Omnibus. The data are under accession number GEO: GSE103572.

## Results

### Analysis of cells and grafts

ASCs had a typical MSCs immunophenotype that was characterized by high expression of CD29 (100.00% ± 0.00), CD44 (92.07% ± 6.00) and CD90 (90.83% ± 4.53) markers and low expression of CD11b (0.77% ± 0.31), CD31 (1.00% ± 0.33), and CD45 (1.14% ± 0.45) markers (Additional file 5: Figure S1A). ASCs had multipotent differentiation properties; they were able to differentiate into adipogenic, chondrogenic, and osteogenic lineages (Additional file 5: Figure S1B–D). ASCs cultured in standard medium remained undifferentiated (Additional file 5: Figure S1E–G). Prepared bladder acellular matrices (BAM) were free from cells and their debris (Additional file 5: Figure S1H). ASCs seeded into BAM had proper morphology. They formed a homogeneous layer by developing the networks of cell-cell and cell-biomaterial connections. Only single ASCs had spherical shape (Additional file 5: Figure S1IJ).

### Macroscopic and histological analysis of reconstructed bladders

Macroscopically, both BAM seeded with or without ASCs integrated positively with the host’s native bladder tissues (Fig. 2). At days 7 and 30, the differences between urinary bladders reconstructed with BAM seeded with or without ASCs (first vs fifth and second vs sixth groups) were unnoticeable. However, at days 90 and 180 days, the bladders reconstructed with BAM seeded with ASCs (seventh and eighth groups) showed enhanced angiogenesis and less visible graft shrinkage compared to bladders reconstructed with only BAM (third and fourth groups) (Fig. 2). Higher frequency of complications including, stenosis between the graft and native bladder tissue, stone formation, and peritoneal adhesions was observed in bladders reconstructed with BAM only compared to BAM seeded with ASCs.

**Fig. 2:**
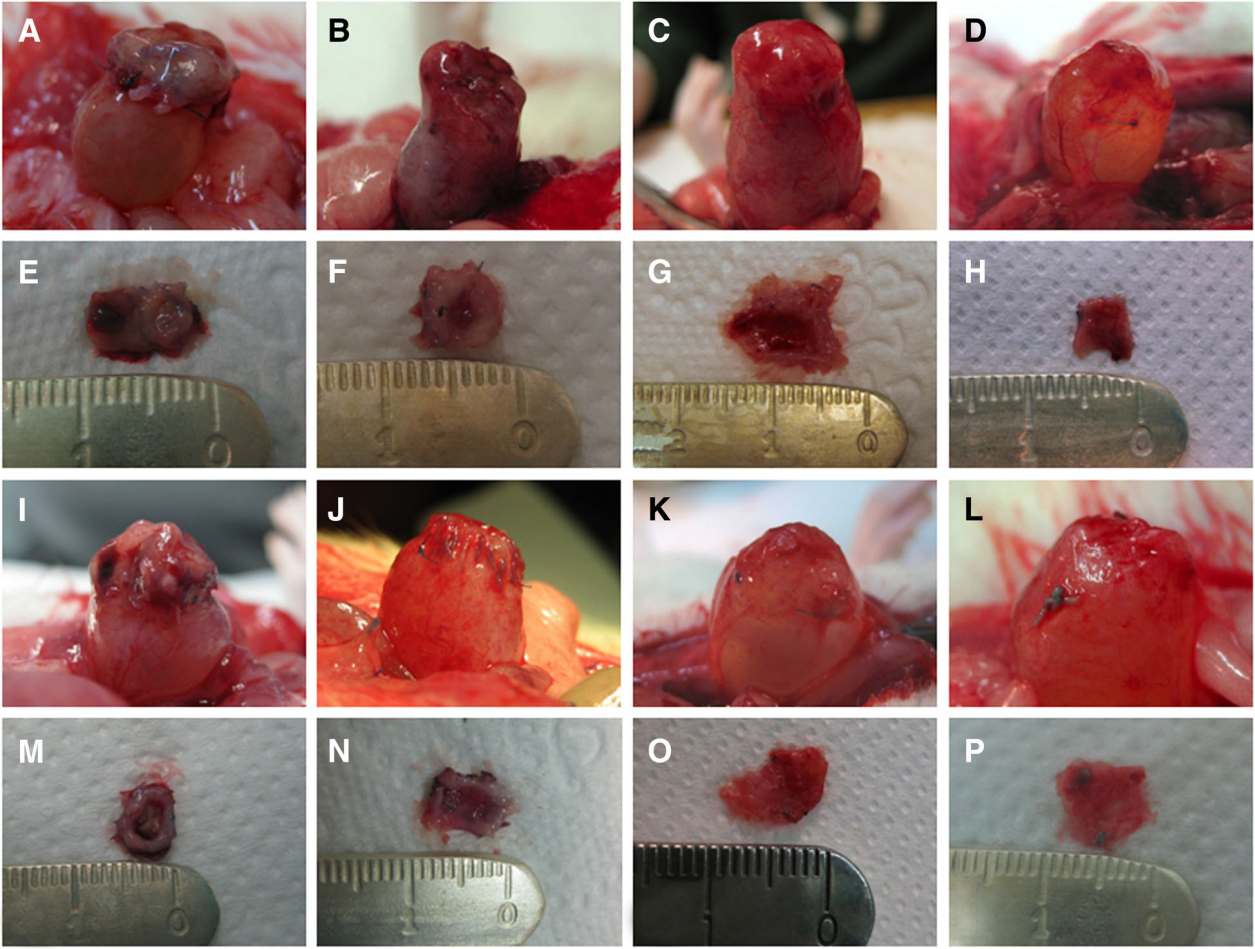
Macroscopic analysis of urinary bladders reconstructed with BAM only (**a**–**d**) or BAM seeded with ASCs (**i**–**l**) at 7 (**a**, **i**), 30 (**b**, **j**), 90 (**c**, **k**), and 180 (**d**, **l**) days after the surgery. Bladder walls reconstructed with BAM only (**e**–**h**) or BAM seeded with ASCs (**m**–**p**) separated from native bladder tissue at 7 (**e**, **m**), 30 (**f**, **n**), 90 (**g**, **o**), and 180 (**h**, **p**) days after the surgery. Reconstructed bladder wall was macroscopically indistinguishable from native bladder tissue in the bladders augmented with ASC-seeded BAM after 90 and 180 days following the reconstruction (**k**, **l**). Graft shrinkage was observed in bladders augmented with BAM only; the process progressed with time and was the most intensive at 180 days follow-up (**h**). The images are representative from 13 experiments performed per each group (*n* = 104)

Histologically, there were no significant differences in urothelium regeneration between the bladders reconstructed with BAM only compared to BAM seeded with ASCs. The luminal surface of the graft was completely covered by a multilayered (five cell layers) urothelium within 7 days. In certain cases, the thickness of urothelium was decreased (< 4 cell layer). The morphology of the epithelial tissue was normal with an exception of one case, in which inflamed urothelium was observed (Additional file 6: Figure S2A–C, J). ASCs enhanced smooth muscle regeneration. The differences in smooth muscle regeneration between the bladders reconstructed with BAM only compared to the bladders reconstructed using BAM seeded with ASCs were observed as early as at 7 days post reconstruction. In the bladders reconstructed only with BAM (first group), the regeneration of the smooth muscle tissue at day 7 of follow-up was not observed, while in the bladders reconstructed using BAM seeded with ASCs (fifth group), the smooth muscle tissue started to regenerate forming single chaotically distributed smooth muscle fibers. The content of smooth muscle tissue increased gradually at days 30 and 90 of follow-up, but the smooth muscle fibers arrangement was irregular. Completely regenerated smooth muscle layer with well-organized smooth muscle fibers was observed only in bladders reconstructed using BAM seeded with ASCs in 180 days post-reconstruction (eighth group)(Additional file 6: Figure S2D–F, K). An intense inflammatory response was observed in bladders reconstructed using BAM seeded with or without ASCs after day 7 of follow-up. The intensity of inflammation decreased with time (Additional file 6: Figure S2G–I, L).

### Hierarchical clustering of differentially expressed genes

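Gene expression was measured on 1-color Agilent rat arrays. Each array carried 62976 spots, of which 58717 belonged to 30367 gene probes and 4259 were control spots. Total RNA of the reconstructed bladder wall of 8 rats from each of the 8 groups was hybridized, 1 rat per array and 64 arrays in all. The groups were bladders reconstructed using BAM only, the bladder wall matrix left after its cells are removed, or BAM seeded with ASCs, stromal cells isolated from adipose tissue, at 7, 30, 90 and 180 days of follow-up. The sample labels and the paper number the groups differently, so that group 1 of the labels is BAM seeded with ASCs at 7 days and group 1 of the paper is BAM only at 7 days. The labels also give 10 rats per group and 80 rats in all. The paper gives 13 and 104 operated rats, and RNA isolated from 10 bladders of each group. The arrays were assigned by graft and day, on which the labels and the paper are the same. The authors deposited the output of Agilent Feature Extraction for each array. Its processed signal is the brightness of a spot after background correction on a linear scale, with no normalization between arrays. From these values, log2 of the processed signal minus the 75th percentile of the array was computed, without control spots and without spots flagged as outliers, and the spots of a probe were averaged. The group means were fitted with limma over all 64 arrays, and BAM seeded with ASCs was set against BAM only at each day. A probe was counted as a DEG at an adjusted p below 0.01 and a fold change above 1.5, the thresholds of the paper's methods. The paper's text names no normalization and no filter on dim probes, and none of the probes was left out as dim.
Between 73.3% and 95.6% of the gene spots of an array were well above background at 7 and 30 days, and between 35.5% and 64.6% at 90 and 180 days. The median local background was 43.4 ± 0.744 (SD, n = 8 arrays) with ASCs and 46.6 ± 1.06 with BAM only at 7 days, 50.4 ± 1.72 and 50.1 ± 0.835 at 30 days, 108.2 ± 7.03 and 345.2 ± 14.2 at 90 days, and 136.2 ± 11.8 and 155.7 ± 9.98 at 180 days. The precision of every comparison is limited by the number of arrays. Arrays of the same group correlated across probes with a median Pearson r between 0.961 and 0.988, where probes are not independent replicates. Each group lay on 1 slide of its own, and the slides of 7 and 30 days were scanned on another date than those of 90 and 180 days, so that slide and group cannot be told apart. The median log2 difference over all probes was -0.16 at 7 days, 0.11 at 30 days, -0.27 at 90 days and 0.06 at 180 days. After quantile normalization this median lay between -0.03 and 0.00. Accessions in the array files were matched to gene symbols with the rat reference table of assembly GRCr8, which named 18758 probes of 15715 genes.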

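In bladders reconstructed using BAM seeded with ASCs, 2347 probes were DEGs at 7 days, of which 640 had a higher and 1707 a lower signal than in bladders reconstructed using BAM only. The number of DEGs was 508 at 30 days (364 higher and 144 lower), 3791 at 90 days (1178 higher and 2613 lower) and 741 at 180 days (728 higher and 13 lower), all from limma with Benjamini-Hochberg adjustment over the 30367 probes. Many DEGs at 90 days were dim. There, 56% of the DEGs were not well above background on all arrays of either group, against 17.4% at 7 days, 17.5% at 30 days and 18.5% at 180 days. Among the DEGs at 90 days, 78% of the lower and 7.22% of the higher ones were dim in this sense. The number at 90 days was 1451 (882 higher and 569 lower) after normexp correction and 6513 with an unadjusted p. Without dim probes it was 1687 (1108 higher and 579 lower). Without BAM replicate 8 it was 2533 (1171 higher and 1362 lower). At 30 days the number depended on single arrays: it was 254 without BAM+ASCs replicate 2, 279 without BAM replicate 4 and 293 without BAM replicate 2. In the simulated comparison at 7 days with 200 changed probes, 41% of probes changed by 1 on the log2 scale and 81% of those changed by 2 were recovered, with 0 false calls. The simulated noise was independent between probes and held no difference between arrays or slides. Its 0 false calls therefore say nothing about false calls from such differences in the real arrays.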

Significant gene expression changes between the bladders reconstructed using BAM seeded with or without ASCs at 7, 30, 90, and 180 days postoperatively were observed (Fig. 3a, b). The hierarchical clustering showed distinguishable gene expression profiling between the reconstructed bladders (Fig. 4). 

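Distances between groups were computed over the 6166 probes that were DEGs at 1 or more days, as Euclidean distances between the group means. Among the 4 groups of 7 and 30 days they ranged from 45.04 to 72.85, and among the 4 groups of 90 and 180 days from 29.81 to 74.34. Between a group of the short and a group of the long follow-up the distance was never smaller than 74.63 and reached 134.2. The log2 ratio of the mean distance between short and long follow-up to the mean distance within them was 0.95 (SD 0.064 over 100 bootstraps of the arrays). Hierarchical clustering of the group means with average, complete and Ward linkage placed the 4 groups of 7 and 30 days on one branch and the 4 groups of 90 and 180 days on the other. The ratio was lowest, 0.49, without dim probes and highest, 1.71, with a correlation distance. With average linkage, BAM only at 7 days stood apart from the other groups, short and long follow-up alike, both after normexp correction and without dim probes. The scan date separates the arrays in the same way as short and long follow-up.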

The hierarchical clustering performed for all experimental groups divided differentially expressed genes (DEGs) in two main clusters: short 7 and 30, and long 90 and 180 days follow-up. 

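Bladders reconstructed using BAM seeded with ASCs at 7 days lay at a distance of 57.01 from BAM only at 30 days and of 72.43 from BAM only at 7 days. The log2 ratio of these distances was -0.35 (bootstrap SD 0.157). When all probes were used in place of the DEGs the ratio was -0.06 (bootstrap SD 0.229), which is within its error.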

The gene expression profile in bladders reconstructed using BAM seeded with ASCs at day 7 was comparable to the profile observed in the bladders reconstructed using BAM only at day 30 of follow-up. This differed from the gene expression profile observed in the bladders reconstructed using BAM seeded with ASCs at 30 days follow-up. In contrast, the gene expression profile of bladders reconstructed using BAM seeded with or without ASCs at 180 days follow-up was comparable but differed from the gene expression profile observed in the bladders reconstructed using BAM seeded with ASCs or BAM only at 90 days follow-up (Fig. 3a). 

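Between the 2 groups with ASCs, at 7 and at 30 days, the distance over the DEGs was 51.98, the smallest of the distances from BAM seeded with ASCs at 7 days. In the tree of the DEGs, BAM seeded with ASCs at 30 days was joined first with BAM only at 30 days, and BAM seeded with ASCs at 7 days was added to this pair. With the values of the series matrix or a correlation distance, the groups with ASCs at 7 and 30 days were joined directly. The tree of all probes joined BAM seeded with ASCs at 7 days directly with BAM only at 30 days and placed BAM seeded with ASCs at 30 days outside the other 3 groups of the short follow-up, with each of the 3 linkages.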

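At 180 days, bladders reconstructed using BAM seeded with ASCs were at a distance of 36.02 from BAM only at 180 days, of 47.67 from BAM seeded with ASCs at 90 days and of 49.97 from BAM only at 90 days. The log2 ratio of the first to the second of these distances was -0.40 (bootstrap SD 0.114). After quantile normalization it was 0.16 (bootstrap SD 0.087), with the order of the 2 distances exchanged. BAM only at 180 days was nearest to BAM seeded with ASCs at 90 days, and these 2 groups were joined first in the tree of the DEGs. In the tree of all probes the groups of 180 days were joined first. From the places of the groups in its tree, the paper concludes that the bladder heals faster with ASCs.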

The hierarchical clustering performed separately for different observation times revealed distinguishable gene expression profiling between bladders reconstructed with BAM seeded with ASCs and BAM only (Fig. 4).

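The arrays of each day were compared over all probes, without a choice of DEGs. The nearest array by Euclidean distance belonged to the same graft for 15 of 16 arrays at 7 days (one-sided exact permutation test over all splits of 8 against 8 arrays, p = 7.77e-04), 15 at 30 days (p = 0.00155 from the same exact test), 16 at 90 days (p = 1.55e-04, the smallest this exact test allows) and 16 at 180 days (p = 3.11e-04 by the exact test). The mean distance between arrays of the same graft was 138.8 at 7 days, 155.7 at 30 days, 149.5 at 90 days and 141.3 at 180 days. Between arrays of different grafts it was 163.6, 175.2, 182.7 and 146.6. At 90 days the number changed with the processing and was 10 of 16 after normexp correction (exact permutation test, p = 0.17) and 11 of 16 after quantile normalization (exact p = 0.0426). Since each group lay on its own slide, the distances include any difference between slides.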

**Fig. 3:**
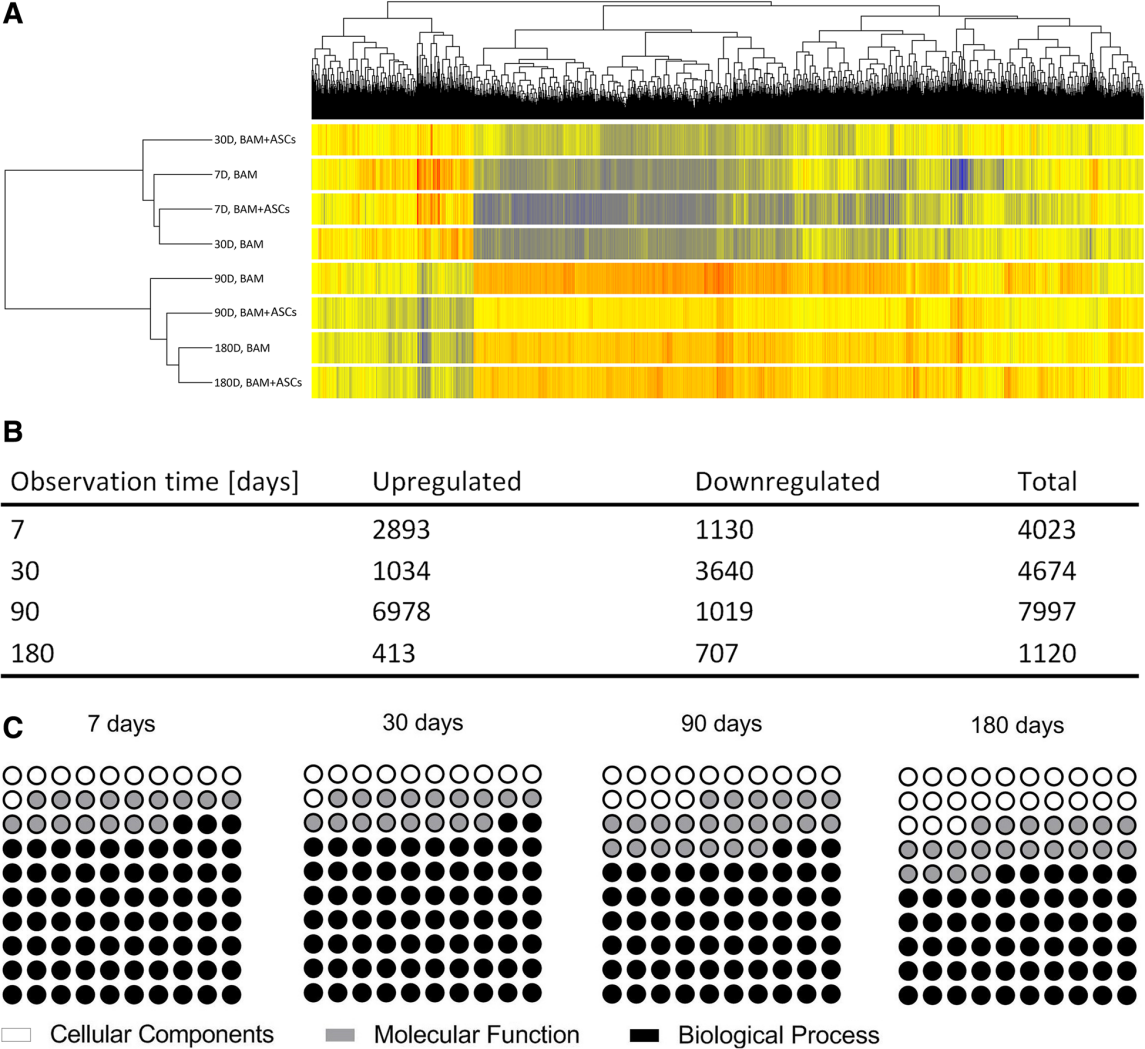
Hierarchical clustering of differentially expressed genes (DEGs) in all groups. Significantly upregulated and downregulated genes (*p* < 0.01) marked in red and blue, respectively (**a**). The numbers of DEGs (upregulated and downregulated) between bladders reconstructed using BAM seeded with or without ASCs at 7, 30, 90, and 180 days postoperatively (**b**). Gene ontology annotation; percentage distribution of biological processes, molecular functions, and cellular components in tissue-engineered urinary bladder at 7, 30, 90, and 180 days postoperatively (**c**). The results are representative for eight experiments performed per each group (*n* = 64)

**Fig. 4:**
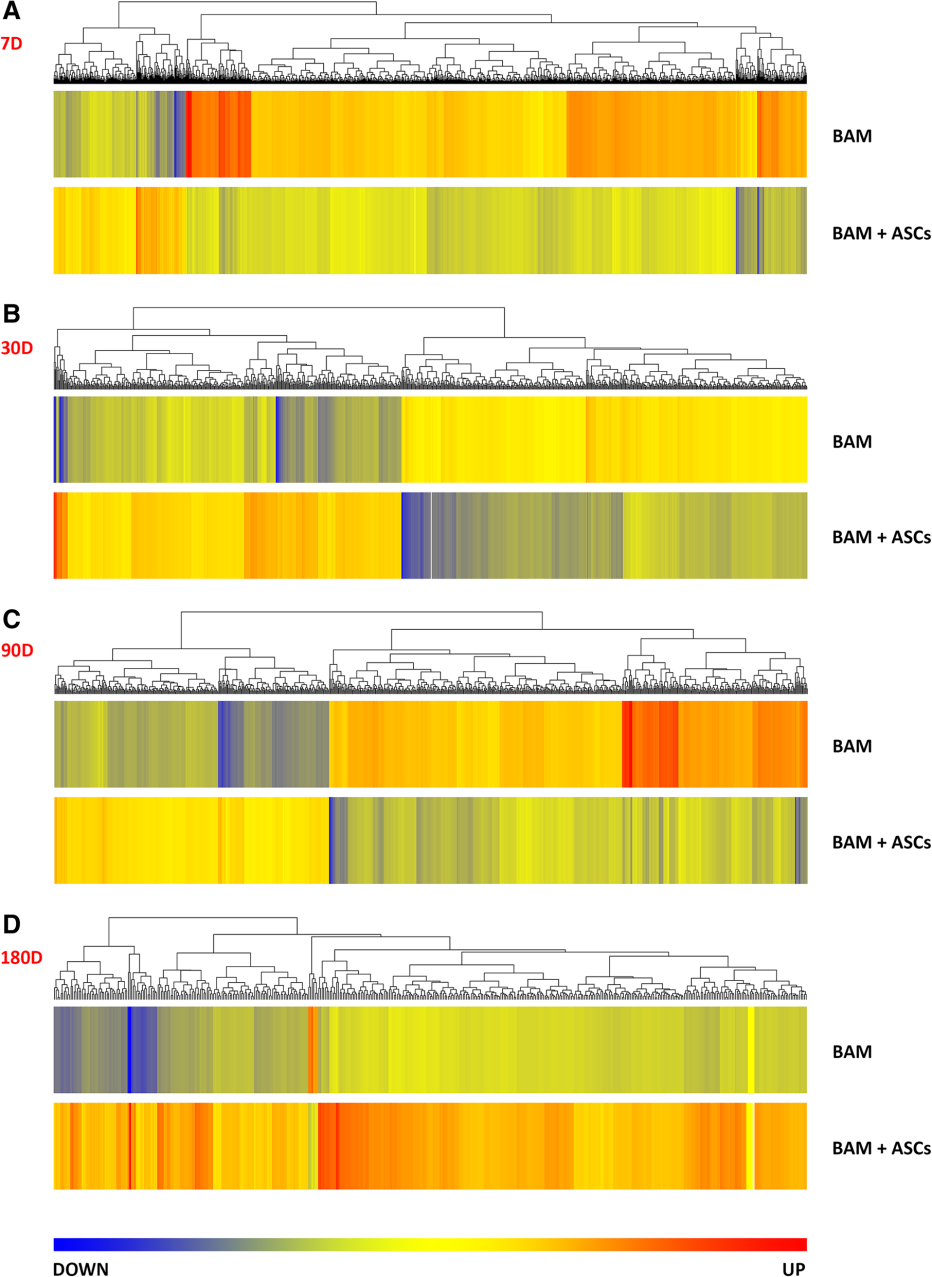
Hierarchical clustering of differentially expressed genes (DEGs) between bladders reconstructed using BAM seeded with ASCs vs BAM only in different time point, at 7 (**a**), 30 (**b**), 90 (**c**), and 180 (**d**) days postoperatively. Significantly upregulated and downregulated genes (*p* < 0.01) are marked in red and blue, respectively. The results are representative for eight experiments performed per each group (*n* = 64)

### Enriched pathways analysis

Involvement of DEGs in Wiki and KEGG pathways in bladder healing at 7, 30, 90, and 180 days postoperatively was presented in Additional file 2: Table S2 and Additional file 3: Table S3. The most crucial differentially activated signaling pathways for bladders reconstructed using BAM seeded with or without ASCs are presented in Fig. 5. 

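For each pathway a list of genes was written before the data were examined, since KEGG and WikiPathways memberships were not used here. A list score is the mean over its genes of the normalized log2 signal on an array, with the brightest probe of each gene, and the grafts were compared by a two-sided exact permutation test of 8 against 8 arrays with Benjamini-Hochberg adjustment over 76 comparisons of 19 lists and 4 days. 2 lists of Hedgehog genes were used, the panel of Table S1 with 22 of its 24 genes on the array and a core list with 14 of 18. The score of the core list differed between BAM seeded with ASCs and BAM only by -0.07 at 7 days (adjusted p = 0.738, exact test), 0.30 at 30 days (exact, adjusted p = 0.291), -0.19 at 90 days (exact, adjusted p = 0.368) and -0.03 at 180 days (exact, adjusted p = 0.882). Its sign was the other one at 7 days after quantile normalization, with the 75th percentile over detected probes, with the values of the series matrix and without dim probes, and at 90 days after normexp correction, after quantile normalization and without dim probes. Single genes of the pathways passed the DEG thresholds. At 7 days these were 4 higher and 1 lower gene of the 38 TGF-β genes, 2 lower genes of the 25 Jak-STAT genes, 1 higher gene of the 20 Hippo genes and 0 of the 25 PI3K-Akt genes. At 90 days they were 3 higher and 5 lower TGF-β genes, 2 higher and 3 lower Jak-STAT genes, 2 higher Hippo genes and 1 lower PI3K-Akt gene.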

Of particular interest are pathways being a key regulator of embryonic development, involved in multiple processes including cell fate determination, tissue patterning, and morphogenesis as well as regulation of adult stem cell renewal, maintenance of homeostasis, and regeneration of adult tissues such us Hedgehog, TGF-β, Jak-STAT, PI3-Akt, and Hippo signaling pathways. Another very interesting observation is strong modulation of immune response by ASCs manifested by changes in numerous pathways including cytokine-cytokine interaction, allograft rejection, leukocyte transendothelial migration, and chemokine signaling (Fig. 5, Additional file 2: Table S2 and Additional file 3: Table S3).

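The leukocyte migration list, with 25 genes on the array, had a lower score in bladders reconstructed using BAM seeded with ASCs at 30 days, 0.61 ± 0.212 (SD, n = 8) against 1.02 ± 0.108 (n = 8), with all 8 arrays below every BAM array (difference -0.41, adjusted p = 0.00591, exact permutation test). The difference was -0.25 at 7 days (adjusted p = 0.0486, exact test), when 0 of the 8 arrays lay below every BAM array, -0.33 at 90 days (exact, adjusted p = 0.492) and 0.17 at 180 days (exact, adjusted p = 0.557). Relative to the median of all probes, the differences at 7, 30, 90 and 180 days were -0.09, -0.52, -0.06 and 0.12. At 7 days the adjusted p rose above 0.05 after normexp correction, quantile normalization and scaling to the detected probes, and with the values of the series matrix. Among the genes of this list 0 passed the DEG thresholds at 7 days, and 1 higher and 1 lower gene did at 30 days. In the list of MHC class II and T cell genes, an equivalent used here for allograft rejection, the score was lower with ASCs by -0.68 at 90 days (adjusted p = 0.0479, exact permutation test), when 3 of 8 arrays lay below every BAM array. At 7 days the difference was -0.23 (exact, adjusted p = 0.595) and at 180 days 0.34 (exact, adjusted p = 0.225). Of the 23 genes, 14 were dim in both groups at 90 days. Under each of the other scalings and without dim probes the difference at 90 days had the same sign and did not pass the adjustment. From its enrichment tables, the paper states that ASCs modulated the immune response.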

**Fig. 5:**
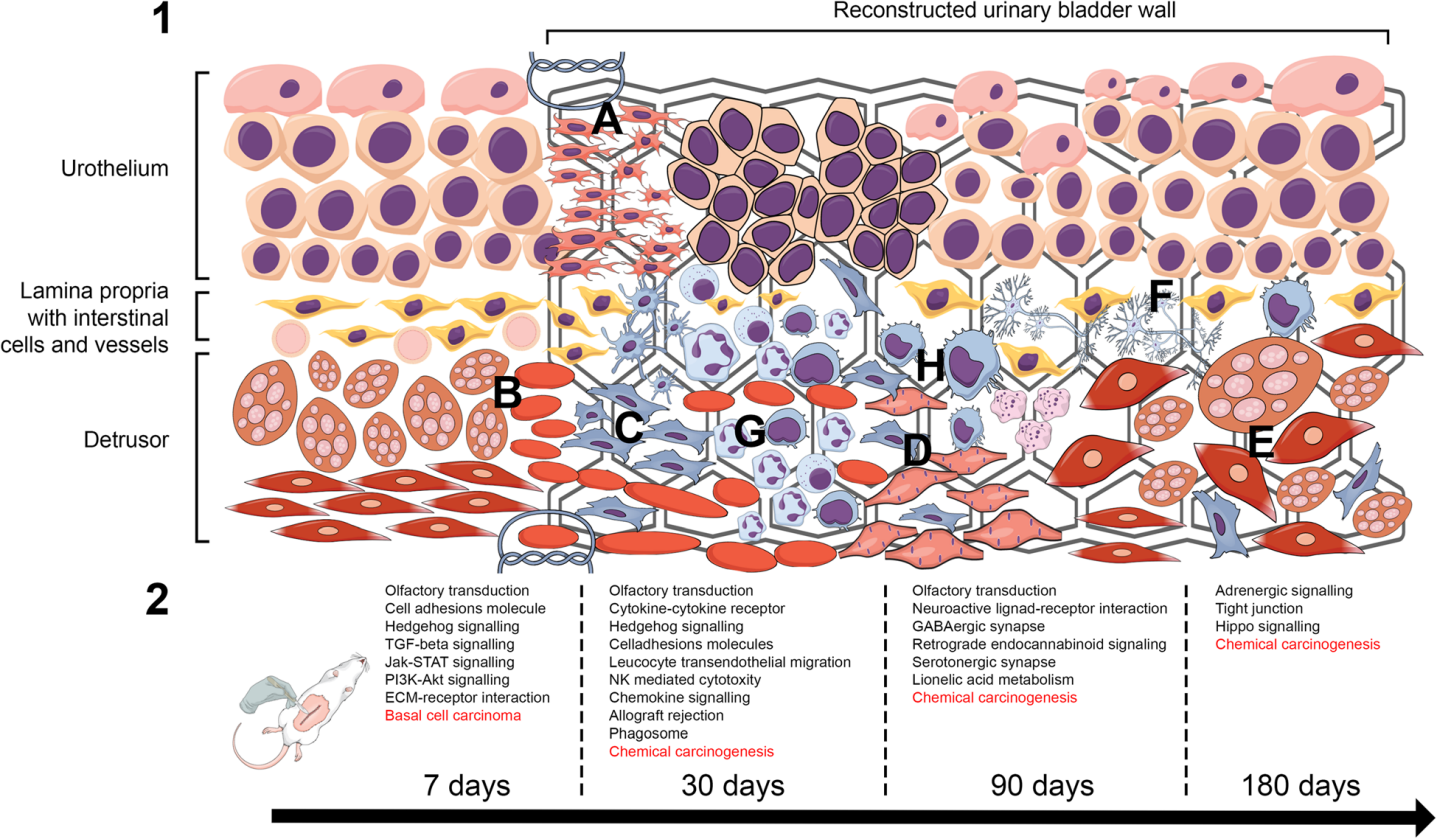
The healing process of tissue-engineered urinary bladder. 1. Shortly after bladder reconstruction with an in vitro constructed graft, urothelial (a) and detrusor cells (b) dedifferentiate into actively proliferating cells that migrate into the graft, populate it, and restore the neobladder wall. Simultaneously, as a part of healing process, fibroblasts begin to proliferate and form initial scar tissue (c) to limit the injury site. Even though precursors of smooth muscle cells elongate within the graft (d), their initial layered architecture is disrupted. The regenerated detrusors (e) characterizes with irregular smooth muscle bundle arrangement. The intestinal cells play an unknown role during bladder wall regeneration. They might however regulate restoration of the neuronal compartment of the bladder wall by interacting with regenerating neurons (f) at different time points after reconstruction. The inflammatory response comprises an initial acute phase and a subsequent chronic phase. The acute phase lasts from hours to days and is mediated mainly by neutrophilic reactions (g). Monocytes are then called into the site, and these differentiate into macrophages that are primary cells maintaining the chronic phase (h). 2. Differentially expressed pathways in bladders reconstructed with BAM seeded with or without ASCs at 7, 30, 90, and 180 days postoperatively. The most crucial signaling pathways for each period are provided. Active carcinogenic pathways are marked with red

### Enriched gene ontology analysis

Gene ontology (GO) functional enrichment analysis performed for DEGs allowed for identification of biological processes, molecular functions, and cellular components significant for urinary bladder healing at 7, 30, 90, and 180 days postoperatively (Fig. 3c). Selected ontologies categorized into cellular and intercellular events, morphogenesis, angiogenesis, epithelium, muscles and nerve regeneration, extracellular matrix remodeling, signal transduction, inflammatory response, and wound healing are presented in Additional file 4: Table S4.

### Hedgehog signaling pathway gene expression analysis: microarray data

Numerous differentially expressed genes and pathways between the bladders reconstructed with ASCs seeded and unseeded BAM were identified. 

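Enrichment of the Hedgehog panel among the DEGs was tested with a one-sided Fisher's exact test against all 15715 named genes on the array. At 7 days, 5 of the 22 panel genes had a probe among the DEGs, 2 higher and 3 lower with ASCs, an odds ratio of 3.19 (exact p = 0.0337, adjusted p = 0.0898 over 8 tests). The count of 5 includes Dhh, which was lower through the dimmer of its 2 probes. At 30 days 1 panel gene, Zic2, was among the DEGs (odds ratio 2.13, adjusted p = 0.514), at 90 days 5 were (odds ratio 2.19, adjusted p = 0.221) and at 180 days 1 was (odds ratio 3.69, adjusted p = 0.395). The result at 7 days depended on the processing. Its adjusted p was 0.0219 after quantile normalization (odds ratio 5.36), 0.0407 without dim probes (odds ratio 4.11) and 0.0305 with the 2-way analysis of variance named in the methods (odds ratio 3.78). That analysis of variance was run with 1 p per probe for all days, so its calls at 7 days rest on the fold change of that day. The enrichment at 7 days did not pass after normexp correction (adjusted p = 0.26), with the 75th percentile over detected probes (adjusted p = 0.168), with the values of the series matrix (adjusted p = 0.234), with DEGs by unadjusted p (adjusted p = 0.109, odds ratio 2.54) or with a 2-fold threshold (adjusted p = 0.644, odds ratio 1.71). Leaving out 1 array at a time gave odds ratios from 1.73, without BAM replicate 7, to 4.92, without BAM replicate 2. The study chose the panel on these samples, so that the test is not independent of them.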

The Hedgehog signaling pathway was found to be significantly enriched after 7 and 30 days after the bladder reconstruction (*p* < 0.05). Numerous Hedgehog pathway genes were upregulated in the bladders reconstructed with ASCs (Fig. 6). These results clearly show that mesenchymal stromal cells activate the Hedgehog signaling in reconstructed bladder. 

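Of the 22 panel genes with a probe, the mean signal was higher in bladders reconstructed using BAM seeded with ASCs for 12 at 7 days, 19 at 30 days, 11 at 90 days and 9 at 180 days. At 30 days the median log2 difference was 0.470 over probes not well above background on all 16 arrays and 0.015 over the other probes. Higher means of weakly measured genes were therefore not particular to the panel at that day. In single genes at 30 days, no panel gene was higher past the DEG thresholds, and Zic2 was lower by limma with a log2 fold change of -1.12 (standard error 0.213, adjusted p = 6.63e-04). Adjusted over the list alone, 1 gene was higher and 1 lower at 30 days. With the two-way ANOVA of the methods 3 panel genes were higher and 1 lower at 30 days (odds ratio 3.50, adjusted p = 0.0788, one-sided Fisher's exact test). Here the ANOVA gave a gene 1 p for all days, so these genes passed the fold change at 30 days without a test of that day.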

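The panel score at 30 days was -3.09 ± 0.595 (SD, n = 8) with ASCs and -3.65 ± 0.209 (n = 8) with BAM only, a difference of 0.56 (p = 0.00855, adjusted p = 0.0406, exact permutation test) or 0.45 relative to the median of all probes, and 4 of the 8 arrays with ASCs lay above every BAM array. Neither 0.56 nor 0.45 is set against probes not well above background on all 16 arrays alone, whose median difference was 0.470. After normexp correction the difference of the panel score was 0.28 (adjusted p = 0.0912, exact test). BAM+ASCs replicate 1 had the highest score, and without it the difference was 0.37 (p = 0.0152 by the exact test), which did not pass the adjustment. The score differed by 0.03 at 7 days (exact, adjusted p = 0.909), by -0.14 at 90 days (exact, adjusted p = 0.557) and by 0.02 at 180 days (exact, adjusted p = 0.881). Its sign was the other one at 7 days after normexp correction, at 90 days after normexp correction, after quantile normalization and without dim probes, and at 180 days after quantile normalization and without dim probes. From the enrichment of the pathway at 7 and 30 days and the higher expression of many of its genes, the paper concludes that mesenchymal stromal cells activate Hedgehog signaling in the reconstructed bladder.

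**Figure D1:**
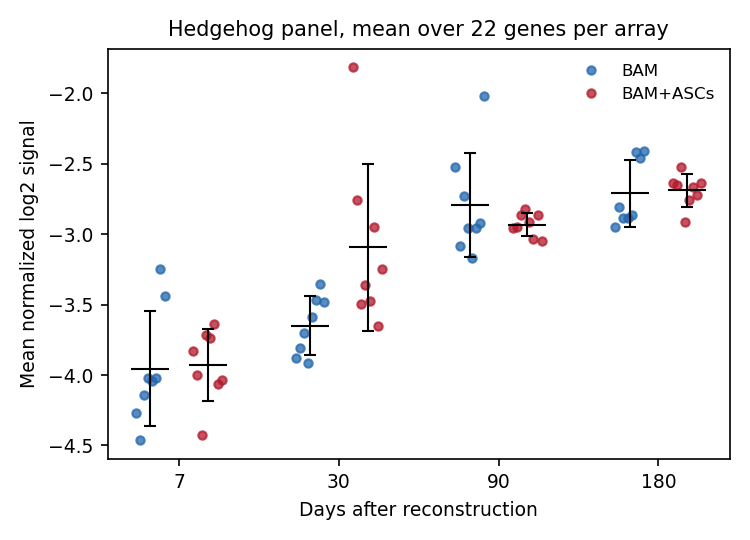
Mean normalized log2 signal of the 22 panel genes on each array (vertical axis) by day of follow-up (horizontal axis) for BAM (blue) and BAM+ASCs (red), with the mean and SD of each group of 8 arrays in black. At 30 days 4 of the 8 arrays with ASCs lie above every BAM array, and at the other days the groups overlap.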

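Among the Wnt and Bmp genes of the panel, Bmp2 rose at 7 days from -1.71 ± 0.577 (SD, n = 8) with BAM only to -0.77 ± 0.398 with ASCs, a log2 fold change of 0.94 (standard error 0.246, adjusted p = 0.00408 from limma). Wnt10a was higher by 1.21 at 7 days (standard error 0.325, limma adjusted p = 0.00563) and by 1.15 at 30 days, where its adjusted p of 0.0202 missed the threshold of 0.01. Wnt1 was lower by a log2 fold change of -0.91 at 7 days (limma adjusted p = 7.35e-05), with all 8 arrays below every BAM array. Wnt5a (0.69, limma adjusted p = 0.0397) and Wnt4 (0.69, limma adjusted p = 0.0849) were higher at 30 days without passing the threshold. At 30 days Wnt3 was well above background on 3 of 8 arrays with ASCs and 0 of 8 arrays with BAM only, which gives a bound of at least 1.21-fold higher, and it did not pass the threshold (limma adjusted p = 0.086). For this bound, the signals of the dimmer group were raised to at least the lowest signal well above background on their array. The calls of Bmp2 and Wnt10a at 7 days were lost when each day was fitted separately, and that of Bmp2 also after normexp correction. Wnt2 and Wnt3a had no named probe.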

Increased expression of Wnt and bone morphogenic protein (Bmp) genes together with Hedgehog genes suggest their synergistic role in urinary bladder regeneration. 

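At 90 days, Bmp2 was higher with ASCs by a log2 fold change of 0.87 (standard error 0.246, limma adjusted p = 0.00586), and Wnt1 was lower by -1.22 (standard error 0.170, limma adjusted p = 7.24e-08), again with all 8 arrays below every BAM array. The Bmp2 levels of BAM+ASCs replicate 3 (2.12) and BAM replicate 5 (-1.90) lay far from those of their groups. With a separate fit of each day the call of Bmp2 at 90 days was lost. Zic2 and Wnt16 also passed the DEG thresholds at 90 days, but they were well above background on only 4 and 0 of 8 arrays with ASCs and on 0 and 3 of 8 arrays with BAM only, and with the dimmer group raised to the lowest signal well above background no bound above 1-fold remained, so no fold change is given. At 180 days Wnt1 was higher by 0.69 (standard error 0.170, limma adjusted p = 0.00538), and this call was lost after normexp correction, where the fold change was below 1.5, and with the values of the series matrix (limma adjusted p = 0.0114). For Bmp2, the difference between its effects at 7 and 90 days was -0.08 (standard error 0.347, limma adjusted p = 0.921) and that between 7 and 180 days -1.09 (standard error 0.347, limma adjusted p = 0.0223), neither below 0.01, and for Wnt10a the difference between 7 and 180 days was -1.22 (standard error 0.460, limma adjusted p = 0.06). The effect on Wnt1 at 180 days differed from that at 7 days by 1.60 (standard error 0.240, limma adjusted p = 8.56e-07). Since each group lay on its own slide, a slide effect on the Wnt1 probe stays open. Zic2 went from a log2 fold change of -2.27 at 7 days (standard error 0.213, limma adjusted p = 5.44e-12) to 0.75 at 180 days (limma adjusted p = 0.0224).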

Surprisingly, the significant differences in expression of Hh, Wnt, and Bmp genes between the bladders reconstructed with or without mesenchymal stromal cells were observed only in short 7 and 30 days observation times, and then diminished.

**Fig. 6:**
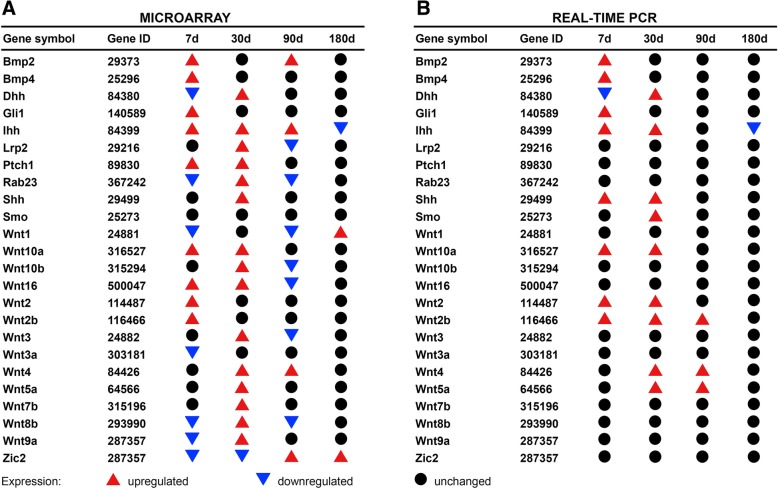
Hedgehog-related gene expression analysis in urinary bladders reconstructed with bladder acellular matrix (BAM) seeded with adipose stromal cells (ASCs) compared to bladders reconstructed with BAM only in 7, 30, 90, and 180 days following the surgery. Analysis by microarrays (**a**): genes with *p* < 0.01 and fold change > 1.5 were defined as differentially expressed; and real-time PCR (**b**): genes with *p* < 0.05 were defined as differentially expressed. Genes with unchanged, upregulated and downregulated expression are presented

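The marks of Fig. 6a were read by eye and set against the arrays for the 22 panel genes and 4 days, 88 values in all. Of the 44 marked values, 29 are drawn as upregulated and 15 as downregulated, and the log2 fold change had the drawn sign in 41 (13 of 14 at 7 days, 15 of 16 at 30 days, 10 of 11 at 90 days and 3 of 3 at 180 days). By limma with adjustment over all probes, 10 of the 44 marked values passed the DEG thresholds, 5 higher and 5 lower, and 0 unmarked values did. Adjusted over the list alone, 7 were higher and 5 lower, which is not independent evidence because the study chose the list on these samples. With an unadjusted p below 0.01 from limma, 18 of the marked values passed, 12 higher and 6 lower. In 19 of the 88 values the gene was not well above background on any array of 1 or both groups.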

### Hedgehog signaling pathway gene expression analysis: real-time PCR data

Real-time PCR analysis confirmed upregulation of genes involved in the Hedgehog signaling pathways (Figs. 6 and 7). At 7 and 30 days after the bladder reconstruction, increased expression of genes coding Sonic Hedgehog (Shh) and Indian Hedgehog (Ihh) ligand and their Patched 1 (Ptch1) receptor was observed in the bladders reconstructed with mesenchymal stromal cells. This resulted in increased expression of Smoothened (Smo) gene and consequently increased expression of Shh target genes including bone morphogenetic proteins (Bmp) and Wnt. Bmp2 and Bmp4 genes were upregulated in the bladders reconstructed with stem cells only in the early stage of healing (7 days follow-up). While upregulated expression of Wnt family genes including Wnt2, Wnt2b, Wnt4, Wnt5a, and Wnt10a in later stages of healing (30 or even 90 days follow-up). Our findings, summarized schematically in Fig. 8, reveal an essential contribution of Hh, Wnt, and Bmp signals during regeneration of tissue-engineered urinary bladder.

**Fig. 7:**
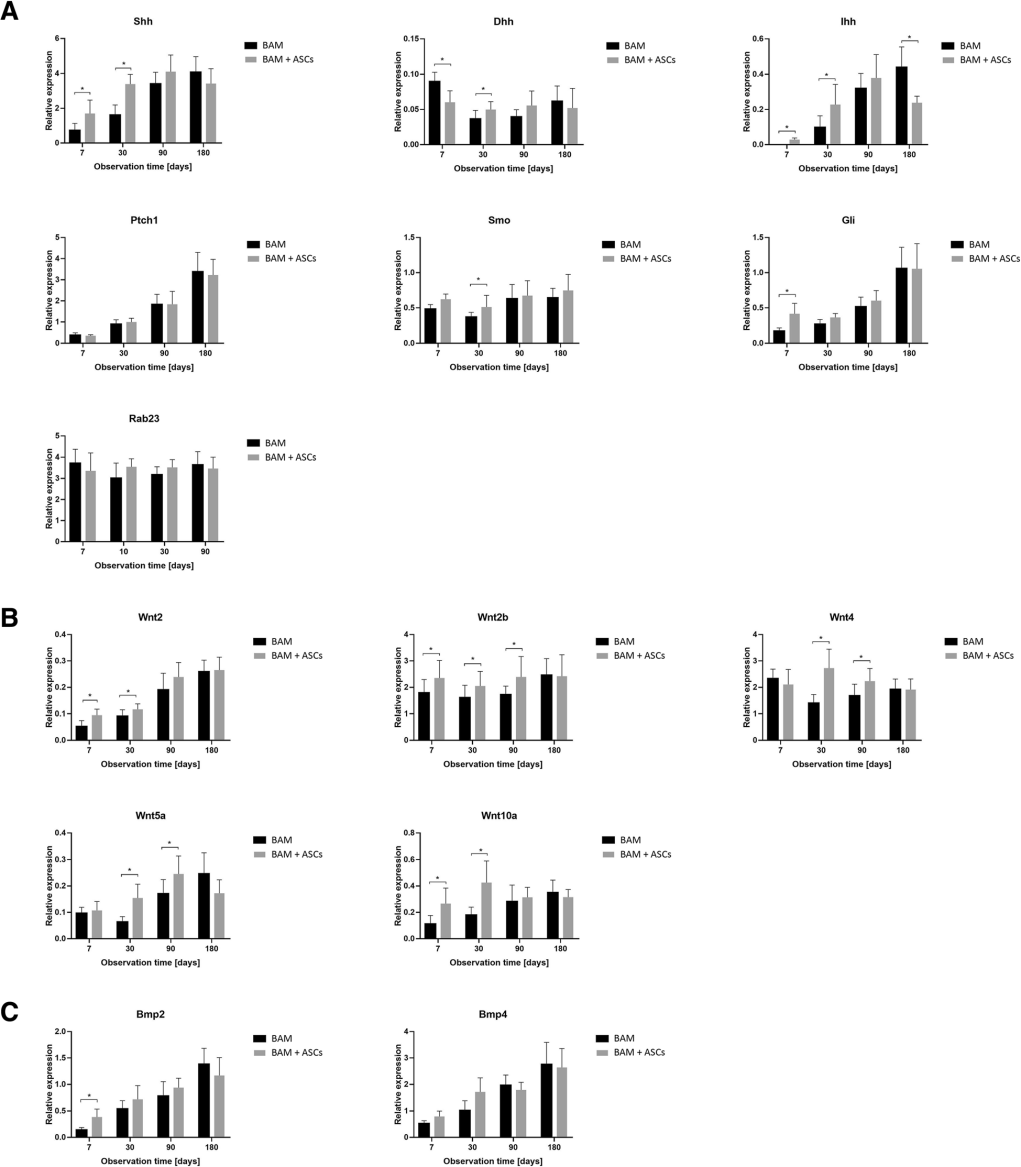
**a**–**c** Quantitative real-time PCR Hedgehog-related gene expression analysis in urinary bladders reconstructed with bladder acellular matrix (BAM) seeded with adipose-derived stem cells (ASCs) (marked in gray) compared to bladders reconstructed with BAM only (marked in black) in 7, 30, 90, and 180 days following the surgery. Relative levels of gene expression were normalized to the SDHA (Succinate Dehydrogenase Complex Flavoprotein Subunit A) and TBP (TATA-Box Binding Protein) mRNA levels (internal control). Data are presented as mean ± SD from ten replicates. *p < 0.05

**Fig. 8:**
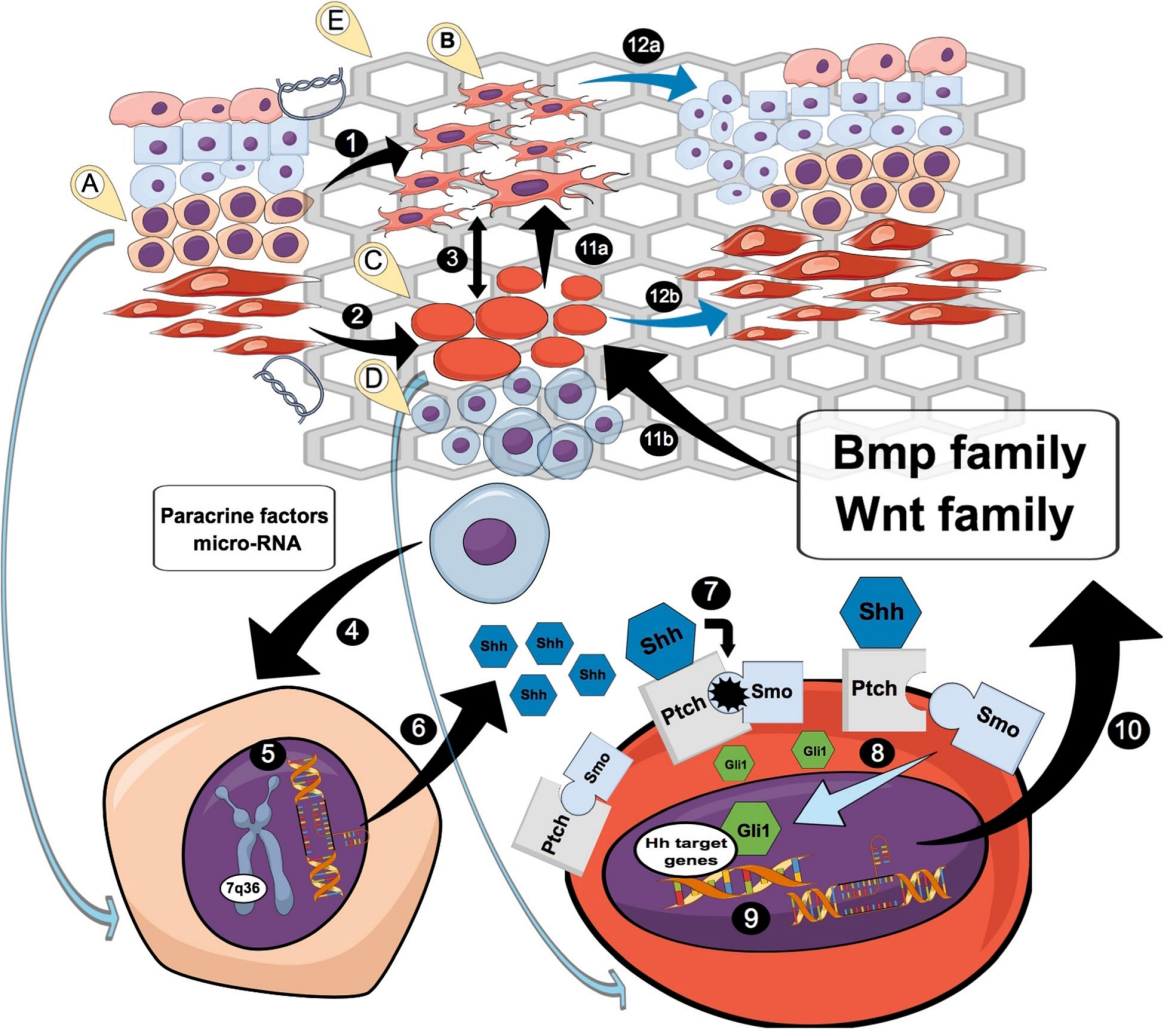
Mechanism of urinary bladder regeneration by activation of developmental hedgehog signaling pathway (1). The basal stem cells (A) within native urothelial layer give rise to (injury) activated urothelial (B) cells that rapidly proliferate and migrate on graft’s superficial layer to restore urothelial layer (2). The smooth muscle precursors (C) within detrusor muscle begin to populate the graft under the stimuli received from activated urothelium (3). There is a constant feedback in signaling between urothelium and smooth muscle cells (4). The mesenchymal stem cells (D) seeded on the graft’s surface (E) provide, at early stages of regeneration process, additional temporary stimulation mainly for urothelial stem cells (5). The expression of Hh ligands (mainly Shh) increases under MSCs’ stimuli in urothelial basal stem cells (6). Elevated Shh ligand concentrations are realized into regeneration environment (7). Shh ligand bind to membrane Ptch-Smo (smoothened) complex on smooth muscle precursors and activate it (8). Smo transduce signal by Gli transcription factor family that after activation relocate to cells’ nuclei and switch on the expression of target genes (9). The major Hh target gene products are Bmp and Wnt families of morphogens (10). Stem cell-seeded graft enhances expression of Bmp and Wnt proteins (11). Bmp mainly Bmp 4 and 1 and Wnt mainly Wnt 2 and 5 delivered paracrine stimulation to urothelium (a) and autocrine positive regulation (b) (12). The upregulated Hh pathway in stem cell-seeded graft support formation of new urothelial (a) and smooth muscle layer (b). This might be one of the important mechanisms responsible for better regeneration outcomes after using cell-based strategy to bladder reconstruction

## Discussion

The ultimate quality of reconstructed bladder wall is dependent from restoration of the urothelium and detrusor cytoarchitecture [16, 17]. The final regenerative effect is predominantly linked to sequenced proliferation and differentiation of activated bladder urothelial and smooth muscle progenitor cells. The self-regenerating capability is not however enough to rebuild the primary bladder wall structure. Therefore, boosting endogenous regenerative potency is necessary [5]. Stem cells stimulate regeneration of tissue-engineered urinary bladder but the molecular basis of this process remains unknown until now.

To our knowledge, it is the first study that provided unequivocal evidence that implanted ASCs changed the molecular pattern of healing in bladders reconstructed with a tissue engineering approach. Applied microarray analysis exposed a significant host response on stimuli delivered by ASCs. 

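Among named DEGs that were well above background on all 16 arrays of the day, the largest falls with ASCs at 7 days were in Lcn2 (log2 fold change -4.46, standard error 0.767, limma adjusted p = 1.82e-05) and Hp (-3.22, standard error 0.502), and the largest rises in Hsd11b2 (3.10, standard error 0.667) and Ly6g6e (2.81, standard error 0.552). At 30 days they were in Ccl4 (-1.90) and Mgarp (-1.74), and in Tspan1 (3.83) and Lgals4 (2.64). The calls of Ccl4 and Lgals4 were close to the threshold (limma adjusted p = 0.00994 and 0.00997) and were lost after quantile normalization, with the values of the series matrix and with a separate fit of each day. At 90 days the largest falls were in Pkib (-2.05, limma adjusted p = 2.64e-20) and Slc32a1 (-1.75) and the largest rises in Caskin1 (1.23) and Upk1b (1.13, limma adjusted p = 0.00926). The call of Upk1b was lost with the values of the series matrix and with a separate fit of each day. At 180 days the largest rises were in Etv3 (1.37, limma adjusted p = 3.69e-11) and Ppp1r14bl (1.33), and no fall met the rule. Etv3 was also a DEG in the other direction at 7 days (-0.91) and 90 days (-1.62). Ppp1r14bl was lower at 90 days (-0.81), a call that was lost after normexp correction and with a separate fit. With a threshold of 2-fold, limma gave 1558, 280, 2101 and 270 DEGs at 7, 30, 90 and 180 days. With 1 probe per gene it gave 1232, 336, 1525 and 128, and with an unadjusted p below 0.01 it gave 3607, 2320, 6513 and 1177.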

A total of 4023, 4674, 7997, and 1120 differentially expressed genes (DEGs) between the bladders augmented with BAM seeded with or without ASCs were identified at 7, 30, 90, and 180 days postoperatively. Detailed analysis of DEGs allows to determine several molecular pathways that can be associated with the regeneration process, among them the pathways being a key regulator of embryonic development, involved in multiple processes including cell fate determination, tissue patterning, and morphogenesis as well as regulation of adult stem cell renewal, maintenance of homeostasis, and regeneration of adult tissues, such as TGF-β, Jak-STAT, PI3-Akt, Hippo, and Hedgehog signaling pathways. Observed differences between cellular and acellular grafts justify using ASCs as agents that create new signaling architecture results in the activation of regenerative mechanisms that were previously switched off at early ontogenesis stages. The signaling pathways modulated by ASCs were continuously changing after the reconstruction procedure, revealing an immense complicated nature of the healing process. This could explain why we have not to date succeeded in inducing regeneration by applying scaffolds with an incorporated artificial selection of growth factors [18].

It is important to determine how long implanted ASCs stay active within the graft site [5]. Evaluated ASCs delivered a long lasting stimulation that guided new bladder wall formation. 

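Of the 19 gene lists, the number whose score differed between the grafts at an adjusted p below 0.05 in the exact permutation test of 8 against 8 arrays was 7 at 7 days, 4 at 30 days, 6 at 90 days and 2 at 180 days. The 6 at 90 days fell to 3 after normexp correction and to 2 after quantile normalization, and the 7 at 7 days to 4 after scaling to the detected probes. The lists are not all pathways, since tissue markers and housekeeping genes are among them. The urothelial and housekeeping lists were counted at 7, 30 and 90 days. The endothelial list and that of neutrophils and macrophages were also counted at 7 days. At 180 days only the endothelial and the adipocyte lists differed, both of them tissue markers. The difference between days in the number of lists was not tested.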

Although changes in the profile of upregulated pathways were present even at 180 days after transplantation, the number of pathways modulated by ASCs gradually decreased. The explanation for this phenomenon is time limited ASCs survival, which differ from 1 week to 6 months. The hierarchical cluster analysis for long 180 days follow-up shows that the length of implantation had a greater influence on the gene expression in the tissue and not whether the BAM was seeded with ASC or not. 

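The effects of ASCs were compared between days with a contrast of contrasts in limma. The effect differed at an adjusted p below 0.01 for 319 probes between 7 and 30 days, 2110 between 7 and 90 days, 2841 between 7 and 180 days, 3449 between 30 and 90 days, 813 between 30 and 180 days and 3418 between 90 and 180 days. At both 7 and 30 days 118 probes were DEGs, and 117 of these changed in the same direction. Of the 550 DEGs at both 7 and 90 days, 529 changed in the same direction. Of the 429 DEGs at both 90 and 180 days, 424 changed in opposite directions, and 423 of these were lower with ASCs at 90 days and higher at 180 days. Of the 209 at both 7 and 180 days, 205 changed in opposite directions, all 205 lower at 7 days and higher at 180 days. At both 30 and 90 days there were 53, 38 of them in the same direction, and at both 30 and 180 days 10, with 9 in opposite directions. Each group lay on 1 slide, so a slide effect cannot be told apart from an effect of ASCs that changes with time. Of the 423 probes, 19.15% had a gene name, against 61.77% of all probes. At 180 days other probes of the same genes moved by 23.39% of the called probes' median, over 8 pairs. A difference between slides that acts on single probes therefore stays open.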

In the shorter 7, 30, and 90 days follow-up, implanted ASCs have great impact on gene expression in tissue-engineered bladders. The hierarchical cluster analysis clearly shows that ASCs accelerate the healing of tissue-engineered bladder. 

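BAM seeded with ASCs at 30 days was at a distance of 105.7 from BAM only at 90 days over the DEGs. Its distance to BAM only at 30 days was smaller, with a log2 ratio of the first to the second of 1.23 (bootstrap SD 0.282). The lowest ratio among the alternatives was 0.35 without dim probes (bootstrap SD 0.143) and the highest 1.94 with a correlation distance. Of all 7 other groups, BAM only at 90 days was the farthest from BAM seeded with ASCs at 30 days. Distances to the 4 groups of 90 and 180 days cross the scan date, while that to BAM only at 30 days does not. Scan date and time since surgery therefore cannot be told apart in the ratio. Among those 4 groups BAM only at 90 days was also the farthest, against 74.63, 90.1 and 87.61 for the others. However, 3791 of the 6166 probes were chosen because the grafts differed at 90 days, and 56% of these were dim. The slide of BAM only at 90 days also had the highest median local background, 345.2. Its place as the farthest group can therefore come in part from the choice of probes and from its slide.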

The gene expression profile in bladders reconstructed using BAM seeded with ASCs at day 7 was comparable to the profile observed in the bladders reconstructed using BAM only at day 30, while the profile of gene expression observed in the bladders reconstructed using BAM seeded with ASCs at day 30 to the that observed in the bladders reconstructed using BAM only at day 90.

Histological analysis of reconstructed bladders revealed well-regenerated urothelial and muscle layers after final follow up. Urothelium as an epithelial compartment displayed better self-restoration ability than muscle layers. Proper smooth muscle layers were only found in the bladders reconstructed with cellular graft. Local signaling mainly derived from local resident smooth muscle progenitor cells is believed to drive MSCs towards a smooth muscle fate [19]. Activation of the hypertrophic cardiomyopathy pathway might indicate locally increased smooth cell migration mediated by the RAS-MAPK pathway. Autocrine signaling through RAS suppressed apoptosis and stimulated many types of smooth muscle cells [20].

Bladder regeneration requires adequate distribution of key morphogenetic signals transmitted by a number of paracrine pathways activated in a very coordinated manner [4]. 

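The score of 54 chemokine and chemokine receptor genes was lower with ASCs at 7 days, -1.68 ± 0.226 (SD, n = 8) against -1.34 ± 0.318 (n = 8), but the difference of -0.34 did not pass the adjustment (p = 0.0208, adjusted p = 0.0754, exact permutation test). After normexp correction it did. Relative to the median of all probes it was -0.17. The score differed by -0.32 at 30 days (exact, adjusted p = 0.291), -0.51 at 90 days (exact, adjusted p = 0.19) and 0.26 at 180 days (exact, adjusted p = 0.326). Among these genes 2 were higher and 1 lower with ASCs past the DEG thresholds at 7 days, 1 was higher and 1 lower at 30 days, 3 were lower at 90 days and 1 was higher at 180 days. The highest score at 7 days, -0.65, was that of BAM replicate 7.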

The chemokine signaling pathway involved in cell communication was activated at the early stages of bladder wall regeneration. This result suggested an intensified intercellular communication in tissue-engineered urinary bladder, especially during the initial phase of bladder healing. 

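For 117 genes of cytokines and their receptors, the score at 7 days was -3.22 ± 0.162 (SD, n = 8) with ASCs and -2.74 ± 0.393 (n = 8) with BAM only. The difference was -0.48 (p = 9.32e-04, adjusted p = 0.00787, exact permutation test), or -0.32 relative to the median of all probes, and 7 of 8 arrays with ASCs lay below every BAM array. It was -0.20 with the values of the series matrix, which did not pass the adjustment. At 7 days 14 of these genes were DEGs with a lower and 1 with a higher signal. At 90 days the difference was -0.50 (adjusted p = 0.00787, exact test), with 4 of 8 arrays below every BAM array, and 79 of the 117 genes were dim in both groups. It was -0.08 without dim probes, -0.08 after quantile normalization and -0.004 after normexp correction. The score differed by -0.09 at 30 days (exact, adjusted p = 0.774), where it passed the adjustment after quantile normalization, and by 0.12 at 180 days (exact, adjusted p = 0.445).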

Complementary downregulation of cytokine-cytokine receptor interaction pathways indicated an unspecified boost of elementary signaling transmission triggered by ASCs. By contrast, pathways regulating compartmentalization of destined cellular phenotypes were upregulated at distant regeneration time points that corresponded to a late remodeling period.

Interesting results from microarray analyses were significant changes in olfactory transduction pathways between bladders reconstructed with BAM seeded with or without ASCs during early regenerative stages. This might be an indicator of intensified communication between the nervous and endocrine systems mediated by interstitial cells. 

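Of 1140 olfactory receptor genes on the array, 130 had a DEG at 7 days, all of them lower with ASCs, an odds ratio of 1.44 against the other named genes (adjusted p = 9.01e-04, one-sided Fisher's exact test). The odds ratio was 0.456 at 30 days (12 genes, exact adjusted p = 0.999), 2.17 at 90 days (243 genes, exact adjusted p = 1.78e-20) and 0.667 at 180 days (10 genes, exact adjusted p = 0.999). It depended on the processing. At 7 days it was 0.822 after normexp correction, 0.677 after quantile normalization and 0.775 with the values of the series matrix, in which 3 of the 8 arrays with ASCs at that day (replicates 2 to 4) differ from the scanner values. At 90 days it was 0.171, 1.17 and 0.788 in the same order. Without BAM+ASCs replicate 3 it was 1.16 at 7 days, and without BAM replicate 8 it was 0.742 at 90 days.
Most of these probes were close to the signal floor of the arrays. Of 1179 olfactory receptor probes, 84.4% at 7 days, 87.5% at 30 days, 98.8% at 90 days and 98.5% at 180 days were not well above background on all arrays of either group. At 90 days 239 of the 243 called olfactory receptor probes were dim in this sense. The normalized log2 signal of the negative control spots differed between BAM seeded with ASCs and BAM only by -0.92 at 90 days (-6.02 ± 0.356 against -5.10 ± 0.721, SD, n = 8 each, p = 9.32e-04, exact permutation test), and the median log2 fold change of the dim olfactory receptor probes was -0.94. At 7 days the negative control spots differed by -0.09 (p = 0.62, exact test). There, 116 olfactory receptor probes were well above background on all 16 arrays, and 38 of these were lower and 0 higher with ASCs, against 7.46% of the other probes measured in this way that were DEGs. At 90 days 7 olfactory receptor probes were measured on all 16 arrays, and 0 of these were DEGs by limma. At 30 days 98 were measured in this way, 1 of them called higher and 6 lower (odds ratio 4.15). At 180 days 7 were, 2 of them called higher and 0 lower (odds ratio 10.3). The mean over all olfactory receptor genes differed by -0.53 at 7 days (adjusted p = 0.0897, exact permutation test), 0.39 at 30 days (exact, adjusted p = 0.595), -0.94 at 90 days (exact, adjusted p = 0.00787) and 0.10 at 180 days (exact, adjusted p = 0.774). The sign at 7 days was the other one with the values of the series matrix, at 30 days without dim probes, at 90 days after normexp correction and at 180 days after quantile normalization. The paper proposes that the change may reflect communication between the nervous and endocrine systems through interstitial cells.

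**Figure D2:**
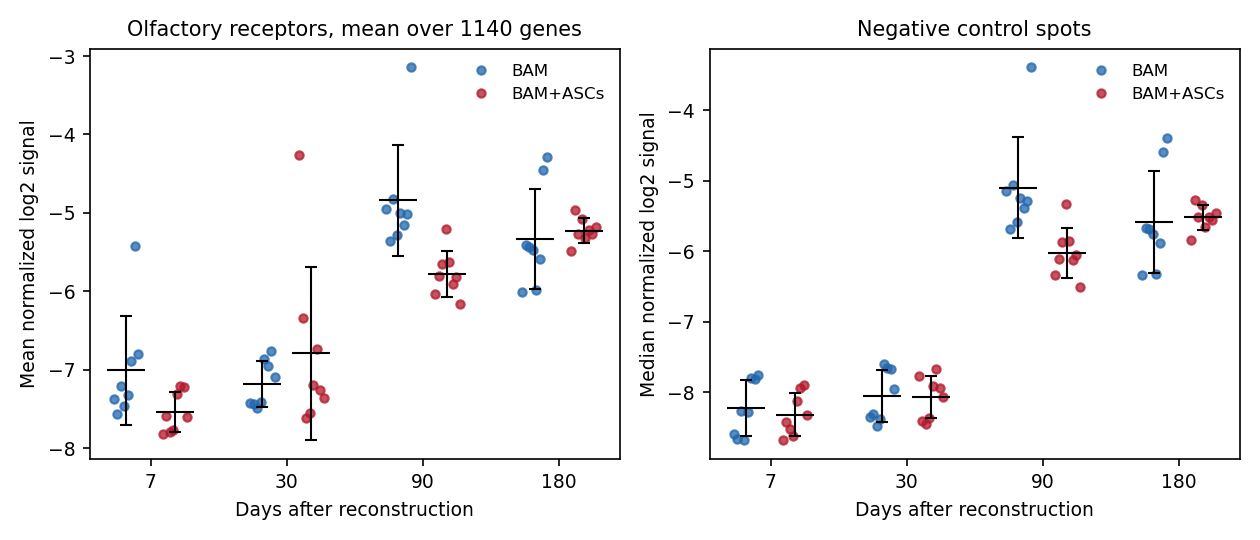
Mean normalized log2 signal of 1140 olfactory receptor genes (left) and median normalized log2 signal of the negative control spots (right) on each array, by day of follow-up, for BAM (blue) and BAM+ASCs (red), with the mean and SD of each group of 8 arrays in black. At 90 days both measures are higher with BAM only, and BAM replicate 8 is the highest array in each.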

Kang et al. announced expression of olfactory receptor-mediated chemoreception in non-olfactory systems like interstitial cells of Cajal in the bladder [21]. The role of this cell population during bladder regeneration is however poorly understood. Nevertheless, as our study showed, their activity should be further explored. Determining novel research directions is an essential advantage of microarray analysis, which allows us to receive an overview of the signaling network guiding bladder regeneration. As induced bladder regeneration is a dynamic scenario with time-depended regulatory switches, summarizing microarray analysis helped to identify overriding pathways and specify their activity period. This data should mitigate gaining control over this process and in turn make its outcomes predictable.

Before translation of tissue-engineered based technologies into reconstructive urology, there is a need to better understand the host’s immune response towards implanted cell-seeded grafts. 

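At 30 days the score of the 23 MHC class II and T cell genes was -2.24 ± 0.498 (SD, n = 8) in bladders reconstructed using BAM seeded with ASCs and -1.71 ± 0.563 (n = 8) with BAM only. The difference of -0.53 did not pass the adjustment (p = 0.0676, adjusted p = 0.19, exact permutation test), with 4 of 8 arrays below every BAM array. Relative to the median of all probes it was -0.64. Without dim probes, with 17 of the genes, it was -0.81 and passed the adjustment. The mean signal was higher with ASCs for 4 of the 23 genes, and 1 gene was a DEG, with a lower signal.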

Changes in the allograft rejection pathway, which was pivotal for long-term graft acceptance, were registered 30 days after bladder augmentation. At this time, ASCs simultaneously modified several major immunomodulatory pathways. This finding suggests that the breaking point for immune events are by end of the first month for tissue-engineered bladder reconstruction and this might even serve as a benchmark for further research. MSCs are characterized by their immunosuppressive properties, being one of the mechanisms by which MSCs exert their reparative benefits. MSCs act as immunomodulatory agents that silence immune responses locally, creating areas of attenuated inflammatory reactions and in turn hamper fibrosis [4]. TGF-beta is a major coupling factor between fibrotic and inflammatory processes [22]. Applied ASCs decreased the expression of TGF-beta pathway genes already at the initial healing stage and thus determined a favorable fate of reprogramming bladder wall tissue towards regeneration.

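For TGF-β, the score of 38 genes at 7 days was -1.88 ± 0.082 (SD, n = 8) with ASCs and -1.92 ± 0.149 (n = 8) with BAM only, a difference of 0.04 (p = 0.503, adjusted p = 0.626, exact permutation test). The difference was -0.06 after normexp correction and 0.13 after quantile normalization, so that its direction depends on the scaling. At the median gene of the list the log2 fold change was -0.01, and 19 of the 38 genes had a higher mean with ASCs. The score differed by 0.13 at 30 days (exact, adjusted p = 0.346), -0.11 at 90 days (exact, adjusted p = 0.348) and 0.09 at 180 days (exact, adjusted p = 0.291). At 90 days the sign was the other one after normexp correction, after quantile normalization and without dim probes.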

Significant differences in the activation of Hippo signaling pathway, known as the Salvador/Warts/Hippo pathway, that controls organ size through the regulation of cell proliferation and apoptosis were observed in bladders reconstructed with and without ASCs. 

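The Hippo list had 20 of its 26 genes on the array, or 76.9%, and Yap1 and Tead4 were among those without a named probe. Its score differed between the grafts by -0.05 at 7 days (adjusted p = 0.626, exact permutation test of 8 against 8 arrays), 0.25 at 30 days (exact, p = 0.0201, adjusted p = 0.0754), 0.11 at 90 days (exact, adjusted p = 0.434) and 0.00 at 180 days (exact, adjusted p = 0.976). The sign at 7 days was the other one after quantile normalization, after scaling to the detected probes, with the values of the series matrix and without dim probes. At 30 days the scores were -1.19 ± 0.280 (SD, n = 8) with ASCs and -1.43 ± 0.089 (n = 8) with BAM only, 5 of 8 arrays with ASCs lay above every BAM array, and scaling to the detected probes took the difference past the adjustment (0.29).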

There is an increasing amount of evidence to suggest that the Hippo signaling pathway plays a critical role in regulating organ regeneration across different species [23]. Similarly, Jak-STAT and PI3K-Akt signaling pathways were differentially expressed in bladders reconstructed with and without ASCs. 

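The 25 Jak-STAT genes had a score of -1.22 ± 0.117 (SD, n = 8) with ASCs and -0.91 ± 0.310 (n = 8) with BAM only at 7 days, a difference of -0.31 (p = 0.00637, adjusted p = 0.0323, exact permutation test) with 3 of 8 arrays below every BAM array. Relative to the median of all probes this was -0.15. The difference kept its sign and did not pass the adjustment after quantile normalization (-0.24), after scaling to the detected probes (-0.23) and with the values of the series matrix (-0.26). It was -0.20 at 30 days (exact, adjusted p = 0.12), -0.21 at 90 days (exact, adjusted p = 0.0254) and 0.09 at 180 days (exact, adjusted p = 0.368). At 90 days it was 0.01 without dim probes and 0.06 relative to the median of all probes. For the 25 PI3K-Akt genes the score differed by -0.04 at 7 days (exact, adjusted p = 0.44), 0.02 at 30 days (exact, adjusted p = 0.906), 0.00 at 90 days (exact, adjusted p = 0.976) and 0.01 at 180 days (exact, adjusted p = 0.774). Its sign at 7 days was the other one after quantile normalization and after scaling to the detected probes. The difference at 30 days was -0.029 after normexp correction and -0.041 after quantile normalization. At 180 days it was -0.008 after quantile normalization. At 90 days without dim probes it was 0.15 and passed the adjustment.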

The PI3K-Akt signaling pathways play central regulatory roles in MSCs survival, proliferation, migration, angiogenesis, cytokine production, and differentiation [24]. JAK-STAT pathway regulates myogenic differentiation [25]. Our study confirmed that they are also directly related to urinary bladder regeneration.

What particularly concerned us was the registered activity of different oncogenic pathways during bladder wall regeneration. In context of an unresolved discussion about carcinogenesis risk increased by chronic or recurrent bladder infections, this finding is of importance [26]. Each urinary bladder infection ended with spontaneous bladder healing. Therefore, repeating sequences of bladder lining disruption and regeneration might lead to uncontrolled oncogenic pathway activation.

The current study provides also a very important demonstration of Hh (Hedgehog) signaling role during ASC-induced bladder regeneration and contribution made by Hh signaling to early stages of bladder healing. Landmark study of Baskin et al. outlined the framework of signaling hierarchy during urinary bladder organogenesis [27]. They made the remarkable observation that smooth muscle differentiation from bladder mesenchyme depended on signals that originated in the urothelium. As we believed that bladder wall regeneration is similar process to bladder organogenesis, comparable set of evolutionary conserved signaling pathways should be engaged to both processes. Analogs to urinary bladder development, key morphogenetic signals mediated by Bmp and Wnt proteins are required to obtain proper differentiation pattern and subsequent compartmentalization of distinct cell types [28]. Postnatal quiescence of urothelium is likely to be a default state in the absence of a pro-proliferative signaling rapidly generated within injury site [29]. The disruption of the urothelial and smooth muscle layer after urinary bladder augmentation with in vitro constructed graft initiate acquisition of a highly proliferative and migratory phenotype by urothelial cells [30]. Shin et al. identified stem cells with basal layer of urothelium that shifted from near-quiescence to a highly proliferative state in response to epithelial injury [31]. Described cell population was marked by extensive Hh expression. This report is consistent with our findings revealing activation of Hh pathway during the first week after bladder reconstruction. Peyton et al. also demonstrated that bladder response to subtotal cystectomy resulted in urothelial cell activation and rapid proliferation of this cell population within the first 3 days [32]. In that case, immunofluorescence-based measurement showed elevated expression of SHH, GLi-1, and BMP-4 by the end of the first week after injury. Identical expression pattern was confirmed in our study by microarray and real-time PCR analysis. 

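On the arrays at 7 days, Shh had a mean normalized log2 signal of -6.26 ± 0.712 (SD, n = 8) with ASCs and -5.92 ± 0.672 (n = 8) with BAM only, a log2 fold change of -0.33 (standard error 0.322, limma adjusted p = 0.532), and was well above background on 3 and 5 of 8 arrays. Gli1 was higher by 0.77 (standard error 0.245, limma adjusted p = 0.0212), which passed the DEG thresholds only after quantile normalization (0.91). Bmp4 was higher by 0.60 (standard error 0.229, limma adjusted p = 0.06). Both genes were well above background on all 16 arrays.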

We hypothesize that the gradient of Hh ligands, such as Shh (Sonic hedgehog), Ihh (Indian hedgehog), and Dhh (Desert hedgehog), might be formed at the border between native bladder wall and sutured in vitro constructed graft within the first week after augmentation. Constituted Hh ligands’ gradient might in turn attract urothelial cell to migrate into the external graft’s margin and populate the BAM scaffold. Convergence of research results focused on the role of Hh during bladder regeneration gathered using different models indicates that this cascade is early activated, drives initial cellular events, and thus might determine the fate of bladder regeneration [31, 33–35]. Therefore, in our opinion, it is currently the best known target for future therapies oriented to support the bladder regeneration. We previously demonstrated that bladder wall regeneration reached better quality within grafts seeded with MSCs isolated from adipose tissue as well as bone marrow compared to unseeded grafts [4, 5, 12]. Both urothelial and smooth muscle cells were better developed under stimulation derived from MSCs seeded on scaffolds applied for experimental bladder reconstruction. In group with transplanted ASCs, the activation Hh pathway was significantly increased at 7 and 30 day. Transplanted stem cells modulated regeneration environment by their wide paracrine activity. MSCs apparently activated intrinsic regeneration mechanisms that were silenced during ontogenesis. Despite years of research, the discussion about the exact mechanisms that are involved in pronounced regeneration after MSC transplantation continues. Identification of these signaling routes would be helpful during designing bioactive biomaterials with incorporated growth factors. Recruiting of Hh pathway, triggered by ASCs, might partially explain pro-regenerative properties of these cells and open new perspective for the therapeutic solutions for bladder wall regeneration. Wang et al. recently reported that artificial supplementation of injured site of the ventricular epicardium with Shh stimulated both epicardium and neighbor cardiomocyte regeneration [36]. As major cellular regeneration mechanisms are universal in different tissue types upregulated Hh pathway might analogously promote detrusor regrowth. Observed better development of smooth muscle layer within cell seeded grafts might be linked to enhanced smooth muscle proliferation mediated by Hh cascade. Hh signaling was documented to be involved in controlling of smooth muscle proliferation in many organs [37–39]. Following research of Caubit et al., transcription factor teashirt 3 (Tshz3) is an important regulator of smooth muscle differentiation in urinary tracts mediated by Shh and Bmp4 [40]. If Hh pathway plays essential role during bladder wall regeneration induced by ASCs, the further matter of discussion should be signaling hierarchy responsible for this effect. ASCs may either directly or indirectly elevate Hh expression within regenerating bladder wall. Therefore, ASCs might selectively upregulate expression of Hh ligands in urothelial cells or mobilize and increase survival of injury-activated urothelial cells that naturally express Hh ligands. We opt for dominant importance of unselective mechanism as ASCs exhibit broad paracrine activity influencing simultaneously multiple signaling cascades. Hh pathway establishes three-level signal transmission between ASCs, urothelial cells, and smooth muscle precursors. Molecular mechanism governing upregulation of Hh by ASCs is still poorly understood. The abundant growth factors are believed to be involved in this signaling but as Hyun et al. recently reported microRNA-mediated regulation might be important player in this field [41]. ASC-derived stimulation was temporary and maintained over the first month. After the 30th day, the “booster effect” exerted by MSC was depleted, and hence, there was no difference in Hh expression in groups with or without cells. The lack of long-lasting effect after cell-based bladder regeneration hampers translation of this approach into clinics. The harsh graft’s microenvironment with inflammation, ischemia, oxidative stress, and mechanical stress contributes to poor stem cell survival [5]. The confirmed upregulation of Hh pathway by transplanted ASCs led to increased synthesis of Bmp and Wnt family proteins. Bmp function in concert with Wnt and their involvement in reconstitution of pivotal bladder component including urothelial and smooth muscle layers were previously demonstrated [34, 35]. Shh seems to be a major Hh ligand positively impacting Bmp and Wnt expression in smooth muscle precursor or mesenchymal stromal cells during bladder organogenesis and tissue injury. The Bmp4 is a product of one of the major target gene regulated by Hh and functions in organ of endodermal origin such as the urinary bladder as a potent morphogen involved in spontaneous regeneration process [42]. Mysorekar et al. described high expression of Bmp4 receptor in progenitor urothelial cells, identified after urothelium response to uropathogenic infection [34]. They concluded that the Bmp4 was a major protein regulating urothelium regeneration. Considering studies’ outcomes discussing Bmp involvement in smooth muscle regeneration, its function seems to be more complex as Bmp might be crucial factor organizing signaling within urothelium–smooth muscle axis. Bmp2 and Bmp4 expression was increased only at day 7 that corresponds to the period of rapid urothelial proliferation and final stages of graft’s reepithelialization. The stimulation derived from ASCs was most likely missing at further regeneration stages, and in this situation, any changes in expression pattern between cellular and acellular scaffold were not detected.

The existing model of bladder wall regeneration assumes profound signaling feedback between urothelial and smooth muscle precursors. Interestingly, Shin et al. postulated the existence of profound signaling feedback involving Hh pathway, between urothelial and bladder stromal cells, that was responsible for bladder cancer progression [43]. Therefore, elucidation of urinary bladder regeneration will shed in turn also new light on carcinogenesis within bladder wall. This knowledge will help to identify ambiguous associations between signaling cascades driving bladder regeneration but, in different circumstances, promoting cancer growth.

## Conclusions

In conclusion**,** the study provided the unequivocal evidence that stem cells changed the healing milieu in tissue-engineered urinary bladder and indicated pathways that can be associated with the regeneration process triggered by stem cells. Of particular interest are pathways being a key regulator of embryonic development, involved in multiple processes including cell fate determination, tissue patterning, and morphogenesis as well as regulation of adult stem cell renewal, maintenance of homeostasis, and regeneration of adult tissues, such us Hedgehog, TGF-β, Jak-STAT, PI3-Akt, and Hippo signaling pathways. Within our study, we have demonstrated that transplanted into reconstructed bladder ASCs exert their regenerative effect by the upregulation of Hh pathway. Nevertheless, this upregulation took place shortly after the reconstruction and was gradually silenced afterwards. This might be an explanation of poor distant results of tissue engineering approach to bladder reconstruction even though we tried to use different stem cells to induce regeneration mechanisms. This results show that Hh pathway can serve as a potential target for induced urinary bladder regeneration.

## Additional files

Additional file 1: **Table S1.** Primer and probe sequences.

Additional file 2: **Table S2.** Involvement of Differentially Expressed Genes (DEGs) between bladders reconstructed using BAM seeded with or without ASCs in KEGG pathways at day 7 (A), 30 (B), 90 (C), and 180 (D) follow up.

Additional file 3: **Table S3.** Involvement of Differentially Expressed Genes (DEGs) between bladders reconstructed using BAM seeded with or without ASCs in WikiPathways.

Additional file 4: **Table S4.** Gene Ontologies (GO) enrichment analysis on DEGs between bladders reconstructed using BAM seeded with or without ASCs at 7, 30, 90, and 180 days postoperatively. Selected GO critical for urinary bladder healing with *p* < 0.05 are presented.

Additional file 5: **Figure S1.** Flow cytometry analysis for the expression of cell surface antigens: CD11b, CD29, CD31, CD44, CD45, and CD90. The red histograms show staining with isotype controls, and the gray histograms represent staining with the specified surface marker antibody. The experiment was performed in three replicates. The results from one representative ASCs immunophenotype analysis are shown (A). Differentiation potential of ASCs: a positive Oil Red O staining of lipid vacuoles after 21 days of adipogenic induction, bar 200 μm (B); Alcian blue staining of proteoglycans after 14 days of chondrogenic induction, bar 100 μm (C); Alizarin red staining of mineral deposits after 21 days of osteogenic induction, bar 100 μm (D); ASCs cultured in standard medium remained undifferentiated (E–G), bar 200 μm, 100 μm and 100 μm, respectively. Bladder Acellular Matrix (BAM) (H) and BAM seeded with Adipose Derived Stem Cells (ASCs) (I,J). ASCs cultivated on BAM for 7 days form a homogenous layer (I, J). Scanning electron microscope, bar 2 and 10 um.

Additional file 6: **Figure S2.** Representative histological images of urothelium (A–C) and smooth muscle regeneration (D–F) and inflammatory response (G–I) in tissue-engineered urinary bladders. Normal urothelium with 5 cell layers (A), normal urothelium with ≤ 4 cell layers (B), lack of urothelium (C), smooth muscle layer with regular (D) and irregular (E) fiber arrangement, incomplete smooth muscle layer (F), lack of inflammatory response (G), moderate (H), and intense (I) inflammatory response are presented. Light microscope, bar 100um, 400 um. Histological analysis of urothelium (J) and smooth muscle regeneration (K) and inflammatory response (L) in tissue-engineered urinary bladders at 7, 30, 90, and 180 days postoperatively. Urothelium was assessed as 3 normal ≥ 5 layers, 2 normal ≤ 4 layers, 1 changed by inflammatory reaction, 0 lack. Smooth muscle was assessed as 3 normal, 2 irregular arrangement, 1 incomplete, 0 lack. Inflammatory reaction was assessed as 3 very intense, 2 intense, 1 moderate, and 0 lack. The histological analyses were performed in three replicates for each group (*n* = 24).

## Abbreviations

ASCs: Adipose tissue-derived mesenchymal stromal cells
BAM: Bladder acellular matrix
Bmp: Bone morphogenetic proteins
DEG: Differentially expressed genes
Dhh: Desert Hedgehog
Gli: Glioma-associated oncogene homolog 1
Ihh: Indian Hedgehog
Jak-STAT: Janus kinase/signal transducers and activators of transcription
MSCs: Mesenchymal stem cells
PI3-Akt: Phosphatidylinositol 3-kinase/Akt
Ptch1: Patched 1
Rab23: Ras-related protein Rab-23
Shh: Sonic Hedgehog
Smo: Smoothened
TGF-β: Transforming growth factor β

# Supplementary material for: Mesenchymal stromal cells modulate the molecular pattern of healing process in tissue-engineered urinary bladder: the microarray data
**Source:** Stem Cell Res Ther. 2019 Jun 13;10:176. doi: 10.1186/s13287-019-1266-1
**Supplement:** Supplementary file 1 — Table S1. Primer and probe sequences.

Table 1. Primer and probe sequences.

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **Gene name** | **Gene Symbol** | **Primer sequence 5’-3’** | | **Probe number** |
| **Forward** | **Reverse** |
| Bone Morphogenetic Protein 2 | Bmp2 | TGTCCCTACTGATGAGTTTCTCAC | AAGCTTCCTGCATTTGTTCC | 50 |
| Bone Morphogenetic Protein 4 | Bmp4 | CGGGCTTGAGTACCCTGAG | TGGGATGTTCTCCAGATGTTC | 21 |
| Desert Hedgehog | Dhh | GTTAGCGGCTGCCAAGTG | TGCAGATAGAGAAAGTCCCAGA | 21 |
| GLI Family Zinc Finger 1 | Gli1 | AGATGAAGCTCAAGGGCTGA | GGGGTGTTTTTAGAGCTGTCC | 63 |
| Hydroxymethylbilane Synthase | Hmbs | AGTGATGAAGGATGGGCAAC | TGGTCTCTTGCATGCTATCTG | 109 |
| Indian Hedgehog | Ihh | CTGGACCGTGAGCCAAAC | GTGGAGGATCCTGAGTCTCG | 85 |
| LDL Receptor Related Protein 2 | Lrp2 | TGGCAGTGATGAGCTTCCTA | CCACAAGTGAAGGCTGTTGA | 98 |
| Patched 1 | Ptch1 | CACAGAAAACCCCGTCTTTG | GGCTGTTGCCGAGAGTTC | 75 |
| RAB23, Member RAS Oncogene Family | Rab23 | GGACTATGGGGTGAGCATACA | AGAATCTGCACACCCTTTCC | 20 |
| Smoothened, Frizzled Class Receptor | Smo | GCAAGCTCGTGCTCTGGT | ACTTGGGCATGTAGACAGCA | 107 |
| Sonic Hedgehog | Shh | GTGGGGATCGGAGACAAGT | GCCTGGCTCTTTCTCTTCCTA | 40 |
| Succinate Dehydrogenase Complex Flavoprotein Subunit A | Sdha | ACATCAGAGCTGCGCCTAAG | CACTTCCCACACGGAACAC | 21 |
| TATA-Box Binding Protein | Tbp | CCCACCAGCAGTTCAGTAGC | CAATTCTGGGTTTGATCATTCTG | 129 |
| Wnt Family Member 1 | Wnt1 | CTCGCTGGCTCTGATGTTC | TGGGAGAGATGGGTCACTGT | 5 |
| Wnt Family Member 10a | Wnt10A | GCTCCTCTGGGTCTCAAGAA | CAGGTCGCTAATGGCAGAAG | 63 |
| Wnt Family Member 10b | Wnt10B | TGGTTCTCAAAACTCCTCCAC | CCGAAAACCTCTCATTATTGTCA | 26 |
| Wnt Family Member 16 | Wnt16 | ATGACCGATGTCCACACTTG | CTGAGGCAATCTCATGCTAGG | 58 |
| Wnt Family Member 2 | Wnt2 | GGTCAGCTCTTCATGGTGGTA | GACCTGGCACATTGTCACAC | 65 |
| Wnt Family Member 2b | Wnt2b | ACACCTTCCTCCACCCTCA | CCTCTGGGTCATTCTCCAAG | 26 |
| Wnt Family Member 3 | Wnt3 | CGCTCAGCTATGAACAAGCA | CCAATGGCTCGGAAGTCA | 62 |
| Wnt Family Member 3a | Wnt3A | GGTTGCTGCCACTGTGAAT | CTTGGGGCACACTCCTATG | 10 |
| Wnt Family Member 4 | Wnt4 | AGACGTCCGAGAGAGAAGCA | CATGGCACTTGCACTCCA | 65 |
| Wnt Family Member 5a | Wnt5A | CCTTCGCCCAGGTTGTAAT | TGACATCTGAACAGGGTTATTCAT | 119 |
| Wnt Family Member 7b | Wnt7B | TCCAGCGGCAGCTACCTA | CCAGGAATCTTGTTGCAGATG | 81 |
| Wnt Family Member 8b | Wnt8B | ACCTGGGAAGAACCCCTAAG | CTAAACCAAGCTCGGGATGA | 16 |
| Wnt Family Member 9a | Wnt9A | GATTCTACCTTACCTGGGGTCA | CAGCAACCTGATCTCTGCAC | 119 |
| Zic Family Member 2 | Zic2 | GTAAACTCCGGATTGCGTTC | AAGACTGGGTAAACTAAAAGGAAAAA | 60 |
|  |  |  |  |  |

# Supplementary material for: Mesenchymal stromal cells modulate the molecular pattern of healing process in tissue-engineered urinary bladder: the microarray data
**Source:** Stem Cell Res Ther. 2019 Jun 13;10:176. doi: 10.1186/s13287-019-1266-1
**Supplement:** Supplementary file 2 — Table S2. Involvement of Differentially Expressed Genes (DEGs) between bladders reconstructed using BAM seeded with or without ASCs in KEGG pathways at day 7 (A), 30 (B), 90 (C), and 180 (D) follow up.

| Table.S1A. Involvement of differentially expressed genes between bladders augmented with stem cell seeded and unseeded scaffolds in KEGG pathways, 7 days after the bladder reconstruction. | | | |  |
| --- | --- | --- | --- | --- |
| Term | Count | PValue | Fold Enrichment | |
| rno04740:Olfactory transduction | 304 | 5,60E-13 | 1,43E+00 | |
| rno04080:Neuroactive ligand-receptor interaction | 91 | 5,09E-09 | 1,80E+00 | |
| rno04060:Cytokine-cytokine receptor interaction | 62 | 2,89E-05 | 1,67E+00 | |
| rno04020:Calcium signaling pathway | 50 | 5,73E-04 | 1,60E+00 | |
| rno04974:Protein digestion and absorption | 29 | 5,92E-04 | 1,91E+00 | |
| rno04024:cAMP signaling pathway | 52 | 9,30E-04 | 1,55E+00 | |
| rno04911:Insulin secretion | 27 | 2,10E-03 | 1,82E+00 | |
| rno05033:Nicotine addiction | 15 | 5,28E-03 | 2,17E+00 | |
| rno04514:Cell adhesion molecules (CAMs) | 44 | 6,10E-03 | 1,48E+00 | |
| rno04976:Bile secretion | 22 | 7,12E-03 | 1,79E+00 | |
| rno04640:Hematopoietic cell lineage | 24 | 8,55E-03 | 1,71E+00 | |
| rno04340:Hedgehog signaling pathway | 16 | 1,03E-02 | 1,97E+00 | |
| rno04742:Taste transduction | 17 | 2,06E-02 | 1,79E+00 | |
| rno04015:Rap1 signaling pathway | 49 | 3,44E-02 | 1,31E+00 | |
| rno05146:Amoebiasis | 28 | 3,99E-02 | 1,45E+00 | |
| rno04925:Aldosterone synthesis and secretion | 22 | 4,58E-02 | 1,52E+00 | |
| rno04350:TGF-beta signaling pathway | 22 | 5,13E-02 | 1,50E+00 | |
| rno04972:Pancreatic secretion | 24 | 5,25E-02 | 1,46E+00 | |
| rno04630:Jak-STAT signaling pathway | 32 | 5,33E-02 | 1,37E+00 | |
| rno05150:Staphylococcus aureus infection | 15 | 5,38E-02 | 1,67E+00 | |
| rno04151:PI3K-Akt signaling pathway | 71 | 5,63E-02 | 1,21E+00 | |
| rno05340:Primary immunodeficiency | 11 | 6,70E-02 | 1,82E+00 | |
| rno00830:Retinol metabolism | 21 | 7,01E-02 | 1,46E+00 | |
| rno04062:Chemokine signaling pathway | 39 | 7,36E-02 | 1,29E+00 | |
| rno00910:Nitrogen metabolism | 7 | 7,53E-02 | 2,25E+00 | |
| rno05414:Dilated cardiomyopathy | 21 | 7,77E-02 | 1,45E+00 | |
| rno04723:Retrograde endocannabinoid signaling | 24 | 7,79E-02 | 1,40E+00 | |
| rno04512:ECM-receptor interaction | 22 | 7,80E-02 | 1,43E+00 | |
| rno05217:Basal cell carcinoma | 15 | 8,07E-02 | 1,58E+00 | |
| rno04670:Leukocyte transendothelial migration | 28 | 8,33E-02 | 1,35E+00 | |
| rno05410:Hypertrophic cardiomyopathy (HCM) | 20 | 8,57E-02 | 1,45E+00 | |
| rno04390:Hippo signaling pathway | 34 | 9,06E-02 | 1,29E+00 | |
|  |  |  |  | |

| Table.S1B. Involvement of differentially expressed genes between bladders augmented with stem cell seeded and unseeded scaffolds in KEGG pathways, 30 days after the bladder reconstruction. | | | |  |
| --- | --- | --- | --- | --- |
| Term | Count | PValue | Fold Enrichment | |
| rno04740:Olfactory transduction | 444 | 4,94E-42 | 1,73E+00 | |
| rno04640:Hematopoietic cell lineage | 42 | 2,29E-09 | 2,49E+00 | |
| rno05150:Staphylococcus aureus infection | 31 | 6,14E-09 | 2,86E+00 | |
| rno04060:Cytokine-cytokine receptor interaction | 71 | 3,11E-05 | 1,58E+00 | |
| rno05340:Primary immunodeficiency | 19 | 5,79E-05 | 2,60E+00 | |
| rno04514:Cell adhesion molecules (CAMs) | 57 | 1,88E-04 | 1,59E+00 | |
| rno04672:Intestinal immune network for IgA production | 21 | 6,01E-04 | 2,14E+00 | |
| rno05310:Asthma | 15 | 1,34E-03 | 2,40E+00 | |
| rno05140:Leishmaniasis | 27 | 1,93E-03 | 1,80E+00 | |
| rno04080:Neuroactive ligand-receptor interaction | 82 | 2,50E-03 | 1,35E+00 | |
| rno05323:Rheumatoid arthritis | 31 | 2,54E-03 | 1,69E+00 | |
| rno04670:Leukocyte transendothelial migration | 38 | 6,10E-03 | 1,52E+00 | |
| rno04650:Natural killer cell mediated cytotoxicity | 32 | 6,52E-03 | 1,58E+00 | |
| rno00830:Retinol metabolism | 28 | 8,27E-03 | 1,62E+00 | |
| rno05204:Chemical carcinogenesis | 30 | 8,70E-03 | 1,58E+00 | |
| rno00591:Linoleic acid metabolism | 16 | 1,45E-02 | 1,87E+00 | |
| rno04610:Complement and coagulation cascades | 24 | 1,77E-02 | 1,60E+00 | |
| rno00982:Drug metabolism - cytochrome P450 | 19 | 1,79E-02 | 1,72E+00 | |
| rno05321:Inflammatory bowel disease (IBD) | 22 | 2,00E-02 | 1,62E+00 | |
| rno04744:Phototransduction | 11 | 2,26E-02 | 2,11E+00 | |
| rno05144:Malaria | 20 | 2,70E-02 | 1,63E+00 | |
| rno04062:Chemokine signaling pathway | 48 | 3,20E-02 | 1,32E+00 | |
| rno05152:Tuberculosis | 49 | 4,10E-02 | 1,29E+00 | |
| rno04340:Hedgehog signaling pathway | 16 | 4,98E-02 | 1,63E+00 | |
| rno04664:Fc epsilon RI signaling pathway | 21 | 5,89E-02 | 1,48E+00 | |
| rno04145:Phagosome | 51 | 6,36E-02 | 1,25E+00 | |
| rno00140:Steroid hormone biosynthesis | 24 | 6,45E-02 | 1,42E+00 | |
| rno04380:Osteoclast differentiation | 35 | 6,96E-02 | 1,31E+00 | |
| rno05330:Allograft rejection | 21 | 7,65E-02 | 1,44E+00 | |
| rno00980:Metabolism of xenobiotics by cytochrome P450 | 16 | 9,33E-02 | 1,51E+00 | |
| rno04940:Type I diabetes mellitus | 22 | 9,53E-02 | 1,39E+00 | |
|  |  |  |  | |

| Table.S1C. Involvement of differentially expressed genes between bladders augmented with stem cell seeded and unseeded scaffolds in KEGG pathways, 90 days after the bladder reconstruction. | | | |  |
| --- | --- | --- | --- | --- |
| Term | Count | PValue | Fold Enrichment | |
| rno04740:Olfactory transduction | 869 | 2,35E-186 | 2,10E+00 | |
| rno04080:Neuroactive ligand-receptor interaction | 168 | 1,73E-17 | 1,71E+00 | |
| rno05033:Nicotine addiction | 34 | 2,36E-10 | 2,53E+00 | |
| rno04742:Taste transduction | 40 | 1,50E-08 | 2,17E+00 | |
| rno00830:Retinol metabolism | 47 | 3,16E-05 | 1,69E+00 | |
| rno04060:Cytokine-cytokine receptor interaction | 96 | 6,42E-04 | 1,33E+00 | |
| rno04950:Maturity onset diabetes of the young | 18 | 1,64E-03 | 1,99E+00 | |
| rno00591:Linoleic acid metabolism | 24 | 2,42E-03 | 1,74E+00 | |
| rno04610:Complement and coagulation cascades | 37 | 2,74E-03 | 1,53E+00 | |
| rno05032:Morphine addiction | 45 | 3,01E-03 | 1,46E+00 | |
| rno00140:Steroid hormone biosynthesis | 39 | 8,29E-03 | 1,43E+00 | |
| rno04744:Phototransduction | 15 | 1,72E-02 | 1,79E+00 | |
| rno04727:GABAergic synapse | 38 | 2,31E-02 | 1,36E+00 | |
| rno04723:Retrograde endocannabinoid signaling | 44 | 2,48E-02 | 1,32E+00 | |
| rno04726:Serotonergic synapse | 52 | 2,87E-02 | 1,28E+00 | |
| rno05150:Staphylococcus aureus infection | 25 | 3,93E-02 | 1,43E+00 | |
| rno04724:Glutamatergic synapse | 49 | 3,95E-02 | 1,27E+00 | |
| rno05321:Inflammatory bowel disease (IBD) | 30 | 4,07E-02 | 1,38E+00 | |
| rno04976:Bile secretion | 32 | 4,77E-02 | 1,34E+00 | |
| rno05030:Cocaine addiction | 22 | 5,84E-02 | 1,43E+00 | |
| rno04020:Calcium signaling pathway | 72 | 6,08E-02 | 1,19E+00 | |
| rno00350:Tyrosine metabolism | 19 | 6,88E-02 | 1,45E+00 | |
| rno05204:Chemical carcinogenesis | 38 | 9,23E-02 | 1,24E+00 | |
| rno05310:Asthma | 15 | 9,35E-02 | 1,49E+00 | |
|  |  |  |  | |

| Table.S1D. Involvement of differentially expressed genes between bladders augmented with stem cell seeded and unseeded scaffolds in KEGG pathways, 180 days after the bladder reconstruction. | | | |  |
| --- | --- | --- | --- | --- |
| Term | Count | PValue | Fold Enrichment | |
| rno04261:Adrenergic signaling in cardiomyocytes | 8 | 8,34E-03 | 3,43E+00 | |
| rno04530:Tight junction | 7 | 1,01E-02 | 3,78E+00 | |
| rno04020:Calcium signaling pathway | 8 | 2,46E-02 | 2,77E+00 | |
| rno04260:Cardiac muscle contraction | 5 | 3,49E-02 | 4,01E+00 | |
| rno00980:Metabolism of xenobiotics by cytochrome P450 | 4 | 4,66E-02 | 4,91E+00 | |
| rno00982:Drug metabolism - cytochrome P450 | 4 | 5,13E-02 | 4,72E+00 | |
| rno05204:Chemical carcinogenesis | 5 | 5,60E-02 | 3,44E+00 | |
| rno04660:T cell receptor signaling pathway | 5 | 8,96E-02 | 2,93E+00 | |
| rno04390:Hippo signaling pathway | 6 | 9,33E-02 | 2,47E+00 | |
|  |  |  |  | |

# Supplementary material for: Mesenchymal stromal cells modulate the molecular pattern of healing process in tissue-engineered urinary bladder: the microarray data
**Source:** Stem Cell Res Ther. 2019 Jun 13;10:176. doi: 10.1186/s13287-019-1266-1
**Supplement:** Supplementary file 4 — Table S4. Gene Ontologies (GO) enrichment analysis on DEGs between bladders reconstructed using BAM seeded with or without ASCs at 7, 30, 90, and 180 days postoperatively. Selected GO critical for urinary bladder healing with p < 0.05 are presented.

Tab. S3. Gene ontology enrichment analysis on differentially expressed genes between bladders augmented with stem cell seeded and unseeded grafts, 7, 30, 90 and 180 days postoperatively. Selected ontologies, critical for urinary bladder healing, with p<0.05 are presented.

| Ontology no. | Category | Cellular and intracellular events | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0048468 | BP | Cell development | 0.7 | 0.4 |  |  |
| GO:0007155 | BP | Cell adhesion | 1.6 |  |  |  |
| GO:0045785 | BP | Positive regulation of cell adhesion | 0.5 | 0.4 |  |  |
| GO:0098609 | BP | Cell- cell adhesion | 0.2 |  |  |  |
| GO:0022407 | BP | Regulation of cell- cell adhesion |  | 0.2 |  |  |
| GO:0022409 | BP | Positive regulation of cell- cell adhesion | 0.2 | 0.2 |  |  |
| GO:0001954 | BP | Positive regulation of cell- matrix adhesion |  | 0.2 |  |  |
| GO:0050839 | MP | Cell adhesion molecule binding | 0.5 |  |  |  |
| GO:0034116 | BP | Positive regulation of heterotypic cell-cell adhesion | 0.2 |  |  |  |
| GO:0034113 | BP | Heterotypic cell-cell adhesion |  | 0.2 |  |  |
| GO:0048873 | BP | Homeostasis of number of cells within a tissue |  | 0.3 |  |  |
| GO:0048872 | BP | Homeostasis of number of cells |  |  |  | 1.1 |
| GO:0005911 | CC | Cell- cell junction | 1.1 |  |  |  |
| GO:0030054 | CC | Cell junction | 2.6 | 0.03 | 0.03 |  |
| GO:0045165 | BP | Cell fate commitment | 0.7 | 0.6 | 0.6 |  |
| GO:0010454 | BP | Negative regulation of cell fate commitment |  | 0.1 |  |  |
| GO:0001709 | BP | Cell fate determination | 0.3 | 0.2 | 0.2 |  |
| GO:0048469 | BP | Cell maturation | 0.4 |  |  |  |
| GO:0030154 | BP | Cell differentiation | 2.1 | 2.0 |  |  |
| GO:0045595 | BP | Regulation of cell differentiation | 0.4 |  |  |  |
| GO:0045597 | BP | Positive regulation of cell differentiation | 0.4 |  |  |  |
| GO:0048505 | BP | Regulation of timing of cell differentiation |  | 0.1 |  |  |
| GO:0042127 | BP | Regulation of cell proliferation | 1.3 | 1.6 |  |  |
| GO:0008284 | BP | Positive regulation of cell proliferation | 3.1 | 2.8 |  |  |
| GO:0008285 | BP | Negative regulation of cell proliferation | 2.1 |  |  |  |
| GO:0030335 | BP | Positive regulation of cell migration | 1.3 |  |  |  |
| GO:0060326 | BP | Cell chemotaxis | 0.4 |  |  |  |
| GO:0040007 | BP | Growth | 0.4 |  |  |  |
| GO:0010942 | BP | Positive regulation of cell death | 0.5 |  |  |  |
| GO:0061024 | BP | Membrane organization | 0.2 |  |  |  |
| GO:0030314 | CC | Junctional membrane complex |  |  |  | 0.8 |
| GO:0005886 | CC | Plasma membrane | 23.1 | 0.3 | 0.3 |  |
| GO:0016021 | CC | Integral component of membrane | 31.5 | 0.4 | 0.4 |  |
| GO:0005887 | CC | Integral component of plasma membrane | 6.1 | 0.1 | 0.1 | 6.1 |
| GO:0009986 | CC | Cell surface | 4.1 | 0.04 | 0.03 |  |
| GO:0032870 | BP | Cellular response to hormone stimulus | 0.5 |  |  |  |
| GO:0032956 | BP | Regulation of actin cytoskeleton organization |  | 0.4 |  |  |
| GO:2000251 | BP | Positive regulation of actin cytoskeleton reorganization | 0.2 |  |  |  |
| GO:0003779 | MF | Actin binding | 1.5 |  |  |  |
| GO:0005882 | CC | Intermediate filament | 0.5 | 0.01 |  |  |
| GO:0045103 | BP | Intermediate filament based process |  | 0.1 |  |  |
| GO:0045109 | BP | Intermediate filament organization |  | 0.2 |  |  |
| GO:0043229 | CC | Intracellular organelle |  |  | 0.1 |  |

| Ontology no. | Category | Morphogenesis | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0048646 | BP | Anatomical structure formation involved in morphogenesis | 0.3 |  | 0.2 |  |
| GO:0009653 | BP | Anatomical structure morphogenesis | 0.4 |  |  |  |

| Ontology no. | Category | Epithelium regeneration | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0050679 | BP | Positive regulation of epithelial cell proliferation | 0.6 |  |  |  |
| GO:0002070 | BP | Epithelial cell maturation | 0.1 |  |  |  |
| GO:0030855 | BP | Epithelial cell differentiation |  | 0.5 |  |  |
| GO:0002064 | BP | Epithelial cell development |  | 0.2 | 0.1 |  |
| GO:0003382 | BP | Epithelial cell morphogenesis |  | 0.2 |  |  |
| GO:0035987 | BP | Endodermal cell differentiation |  | 0.3 |  |  |

| Ontology no. | Category | Muscle regeneration | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0006936 | BP | Muscle contraction | 0.4 |  |  |  |
| GO:0006939 | BP | Smooth muscle contraction | 0.2 |  |  |  |
| GO:0006940 | BP | Regulation of smooth muscle contraction |  | 0.1 |  | 0.8 |
| GO:0045987 | BP | Positive regulation of smooth muscle contraction |  | 0.2 |  |  |
| GO:0048662 | BP | Negative regulation of smooth muscle cell proliferation | 0.4 |  |  |  |
| GO:0045662 | BP | Negative regulation of myoblast differentiation | 0.3 | 0.3 |  |  |
| GO:0002053 | BP | Positive regulation of mesenchymal cell proliferation | 0.3 |  |  |  |
| GO:0043292 | CC | Contractile fiber | 0.2 |  |  |  |
| GO:0016459 | CC | Myosin complex | 0.4 | 0.004 |  | 1.1 |
| GO:0031489 | MF | Myosin V binding | 0.2 |  |  |  |
| GO:0008307 | MF | Structural constituent of muscle | 0.2 |  |  |  |
| GO:0014850 | BP | Response to muscle activity |  | 0.2 |  |  |
| GO:0030049 | BP | Muscle filament sliding |  |  |  | 0.8 |
| GO:0014902 | BP | Myotube differentiation |  |  |  | 0.8 |

| Ontology no. | Category | Angiogenesis | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0001938 | BP | Positive regulation of endothelial cell proliferation | 0.5 |  |  |  |

| Ontology no. | Category | Nerve regeneration | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0007399 | BP | Nervous system development |  | 1.1 |  |  |
| GO:0060384 | BP | Innervation | 0.2 |  |  |  |
| GO:0030182 | BP | Neuron differentiation | 1.0 | 1.0 |  |  |
| GO:0045666 | BP | Positive regulation of neuron differentiation | 0.7 |  | 0.6 |  |
| GO:0001764 | BP | Neuron migration | 0.8 |  |  |  |
| GO:0019226 | BP | Transmission of nerve impulse |  | 0.2 | 0.2 |  |
| GO:0007218 | BP | Neuropeptide signaling pathway | 1.1 | 0.7 | 0.8 |  |
| GO:0007269 | BP | Neurotransmitter secretion | 0.3 | 0.3 | 0.3 |  |
| GO:0046928 | MF | Regulation of neurotransmitter secretion |  |  | 0.2 |  |
| GO:0042165 | MF | Neurotransmitter binding | 0.1 |  | 0.1 |  |
| GO:0007268 | BP | Synaptic transmission | 0.9 |  | 0.9 |  |
| GO:0001963 | BP | Synaptic transmission, dopaminergic | 0.2 |  |  |  |
| GO:0007271 | BP | Synaptic transmission, cholinergic | 0.3 | 0.3 | 0.3 |  |
| GO:0035249 | BP | Synaptic transmission, glutamatergic |  | 0.3 | 0.2 | 1.3 |
| GO:0007274 | MF | Neuromuscular synaptic transmission |  |  | 0.3 |  |
| GO:0050806 | BP | Positive regulation of synaptic transmission | 0.3 | 0.2 | 0.2 |  |
| GO:0060291 | BP | Long term synaptic potentiation | 0.4 | 0.5 | 0.4 |  |
| GO:0048678 | BP | Response to axon injury | 0.5 |  |  |  |
| GO:0007409 | BP | Axonogenesis | 0.9 |  |  |  |
| GO:0007411 | BP | Axon guidance | 0.9 |  |  |  |
| GO:0030424 | CC | Axon | 2.0 | 0.02 |  |  |
| GO:0019228 | BP | Neuronal action potential | 0.3 |  | 0.3 |  |
| GO:0043524 | BP | Negative regulation of neuron apoptotic process | 1.0 |  |  |  |
| GO:1901215 | BP | Negative regulation of neuron death |  |  | 0.4 |  |
| GO:0030425 | CC | Dendrite | 2.8 | 0.03 | 0.03 |  |
| GO:0043025 | CC | Neuronal cell body | 3.1 | 0.03 | 2.7 |  |
| GO:0043679 | CC | Axon terminus | 0.7 | 0.01 | 0.5 |  |
| GO:0045202 | CC | Synapse | 1.8 | 0.02 | 1.6 |  |
| GO:0043204 | CC | Perikaryon | 1.2 | 0.01 | 0.9 |  |
| GO:0045211 | CC | Postsynaptic membrane | 1.5 | 0.01 | 1.4 | 2.1 |
| GO:0042734 | CC | Presynaptic membrane | 0.6 |  | 0.5 |  |

| Ontology no. | Category | Extracellular matrix remodeling | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0030198 | BP | Extracellular matrix organization | 0.6 |  |  |  |
| GO:0031012 | CC | Extracellular matrix | 1.4 |  |  |  |
| GO:0005615 | CC | Extracellular space | 9.2 | 0.1 | 0.1 |  |
| GO:0005576 | CC | Extracellular region | 5.1 | 0.05 | 0.05 |  |
| GO:0005578 | CC | Proteinaceous extracellular matrix | 2.3 | 0.02 |  |  |
| GO:0005581 | CC | Collagen trimer | 0.4 |  |  |  |
| GO:0032967 | BP | Positive regulation of collagen biosynthetic process |  | 0.3 |  |  |
| GO:0005201 | MF | Extracellular matrix structural constituent | 0.3 |  |  |  |

| Ontology no. | Category | Signal transduction | Gene % | | | |
| --- | --- | --- | --- | --- | --- | --- |
| 7d | 30d | 90d | 180d |
| GO:0043408 | BP | Regulation of MAPK cascade | 0.6 | 0.4 |  |  |
| GO:0070374 | BP | Positive regulation of ERK1 and ERK2 cascade | 1.5 | 1.3 | 0.9 |  |
| GO:0007169 | BP | Transmembrane receptor protein tyrosine kinase signaling pathway | 0.7 | 0.6 |  |  |
| GO:0007219 | BP | Notch signaling pathway | 0.7 |  |  |  |
| GO:0007165 | BP | Signal transduction | 3.5 | 4.1 | 3.4 |  |
| GO:0035556 | BP | Intracellular signal transduction | 2.2 |  |  |  |
| GO:0060395 | BP | SMAD protein signal transduction | 0.7 |  |  |  |
| GO:0004888 | MF | Transmembrane signaling receptor activity | 1.7 | 0.02 | 0.02 |  |
| GO:0030819 | BP | Positive regulation of cAMP biosynthetic process | 0.5 | 0.5 | 0.3 |  |
| GO:0019933 | BP | cAMP mediated signaling |  | 0.3 |  |  |
| GO:0007186 | BP | G protein coupled receptor signaling pathway | 13.5 | 14.9 | 19.0 |  |
| GO:0004930 | MF | G protein coupled receptor activity | 10.4 | 0.1 | 0.2 |  |
| GO:0046426 | BP | Negative regulation of JAK-STAT cascade |  |  | 0.3 |  |
| GO:0007267 | BP | Cell- cell signaling | 0.7 | 0.8 | 0.6 |  |
| GO:0007166 | BP | Cell surface receptor signaling pathway | 1.3 | 1.4 | 1.0 |  |

BP- Biological Process, CC- Cellular Components, MF– Molecular Function.

How the deposited data were processed for this re-analysis (not part of the article)

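RNA of reconstructed bladder wall was measured on 64 1-color Agilent rat arrays, 8 for each of 8 groups (BAM or BAM seeded with ASCs at 7, 30, 90 and 180 days). The sample labels give graft, day and replicate. They number the groups differently from the paper and give 10 rats per group and 80 in all. The paper gives 13 and 104 operated rats, with RNA from 10 bladders of each group. The authors deposited the Agilent Feature Extraction output of each array and a series matrix. In the output, the processed signal is an intensity on a linear scale after background correction within the array. The series matrix deposited by the authors holds the same intensity: 61 of 64 columns equal the scanner values to within 0.01 on the log2 scale, 3 differ and 1 of the columns is partly empty. The 3 are BAM seeded with ASCs at 7 days, replicates 2 to 4, with a median log2 ratio to the scanner values of -3.294, -3.296 and -3.301, and the partly empty one is BAM replicate 1 at 180 days, with 26650 spots without a value. The matrix was therefore used as an alternative only.

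Each array carried 62976 spots, of which 58717 were gene spots, 4259 control spots and 308 of these negative controls. There were 30367 gene probes, of which 13137 were printed once, 15840 2 times and 1390 10 times. The processed signal was taken to log2 and the 75th percentile of the array was subtracted. Control spots and spots flagged by Feature Extraction as outliers were left out, and the spots of a probe were averaged. A probe was taken as well above background on an array where at least 0.5 of its spots were. Probes were named by matching the RefSeq accession of the array file, without version, to the reference table of assembly GRCr8. Of 22372 probes with such an accession 18758 were named, for 15715 genes, and 2772 genes had more than 1 probe. The table was used for names only, and no coordinates were used.

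Group means were fitted with limma 3.58.1 in R 4.3.3 over all 64 arrays, and BAM seeded with ASCs was compared with BAM at each day and between days as a contrast of contrasts. DEGs had a Benjamini-Hochberg adjusted p below 0.01 and a fold change over 1.5. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest. Distances between group means used the probes that were DEGs at 1 or more days, with 100 bootstraps of the arrays. Nearest neighbors and list scores were tested with two-sided exact permutation over all splits of 8 against 8 arrays, except that the neighbor count was tested for being as high. Over-representation was tested with one-sided Fisher's exact tests, adjusted over 8 tests.

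The gene lists included the Hedgehog panel (22 of 24 genes on the array), Hedgehog core genes, olfactory receptors, chemokines, cytokines and receptors, MHC class II and T cell genes, leukocyte migration, TGF-β, Jak-STAT, PI3K-Akt, Hippo, smooth muscle, urothelium, neutrophils and macrophages, endothelium, adipocytes, skeletal muscle and housekeeping genes. The panel comes from Table S1 of the paper. Olfactory receptors, chemokines and cytokines were taken by symbol and the others were written by hand. Single genes were named by a rule set before the data were examined, which included the panel and, at each day, the 2 named DEGs with the largest rise and the 2 with the largest fall among those well above background and not saturated on all 16 arrays.

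The alternatives were normexp background correction with an offset of 50 on the median foreground and background signals, since the files hold no mean signal, quantile normalization, a 75th percentile over detected probes, the series matrix values, dim probes left out, a separate fit of each day, the replicate number as a block, the 2-way analysis of variance of the paper's methods, an unadjusted p, a 2-fold threshold, 1 probe per gene and outlier spots kept. Dim probes are those not well above background on every array of at least 1 of the 2 groups. In the 2-way analysis of variance a probe had 1 p for all days, the smaller of the adjusted p of graft and of graft by day. It was counted at each day where its fold change passed, without a test of that day. Leaving out each array in turn, and distances over DEGs well above background on all 64 arrays, were added after the data were seen. The analysis of DEGs was tested on simulated data with 200 changed probes and independent noise in each probe, without array or slide effects. Slide was not used as a block, since each of the 8 slides holds 1 group. No probe sequences were in the files, so GC content was not tested. Real-time PCR, histology and the pathway memberships of the enrichment tools were not analysed here.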

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

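The list scores, the contrasts between days and the test on other probes of the same genes were set before the result was seen, and the other tests of explanations, the splits and leaving out single arrays were chosen afterwards.

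Slides and groups coincide: the most groups on one slide is 1, so for every difference between BAM seeded with ASCs and BAM a slide effect cannot be told apart from an effect of ASCs. Chance can be excluded as the source of the number of DEGs at each day, since 1 of 100 splits of the 16 arrays, the real one, gave as many DEGs. The most in another split was 545 at 7 days, 5 at 30 days, 1798 at 90 days and 202 at 180 days. The same holds for each of the 6 pairs of days, where 1 of 100 splits, the real one, gave as many probes whose effect differed between the days. These splits say nothing about slides.

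Arrays were compared with the others of their group by Dixon's test. Of 188 groups of 8 values, 25 (13.3%) held an array far from the others, where chance gives about 5%. The measures share arrays and genes and are not independent.

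BAM replicate 8 at 90 days stood apart in 4 measures. It had 20869 gene spots well above background (the others 31113 to 34357), a negative control level of -3.388 (the others -5.681 to -5.058), a cytokine score of -2.329 (-3.391 to -2.918) and an olfactory receptor score of -3.145 (-5.355 to -4.830). A weak overall signal of this array is a candidate explanation for both scores: the 75th percentile of its processed signal was 959.4 (1896 to 3148) and its E1A control spots were at 2015 (5600 to 8646). The median raw signal of its negative control spots was 268.8 (244 to 262), and their level of -3.388 is relative to the low percentile, so a higher floor cannot be told apart from the weak signal. Without this array there were 2533 DEGs at 90 days instead of 3791, with 1171 higher and 1362 lower. The odds ratio of the olfactory receptors was then 0.7419 instead of 2.168. No biological explanation was tested.

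BAM replicate 7 at 7 days had 50563 gene spots well above background (the others 43796 to 46869), a chemokine score of -0.652 (-1.698 to -1.238), a cytokine score of -1.853 (-3.076 to -2.600) and an olfactory receptor score of -5.421 (-7.564 to -6.805). Its negative control level of -7.813 lies within the range of the others (-8.681 to -7.751), as does the median raw signal of these spots (43.25, 41.5 to 45), but its ERCC control spots, which match no rat gene, were at -5.533 (-8.504 to -7.600). Signal that does not come from rat RNA is therefore a candidate explanation for its bright dim probes. A higher floor is neither shown nor excluded, since the 2 kinds of control spots differ, and a difference in the tissue of this rat was not tested. Without it there were 1577 DEGs at 7 days, and the odds ratio of the Hedgehog panel was 1.731.

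BAM+ASCs replicate 1 at 30 days stood apart in the scores of the Hedgehog core (-2.463, the others -4.292 to -3.653), olfactory receptors (-4.264, -7.621 to -6.344), PI3K-Akt (-0.448, -0.979 to -0.759) and TGF-β (-1.111, -1.806 to -1.566) and in Zic2 (-2.354, -3.491 to -3.105). Its share of gene spots well above background was 95.58% (the others 74.06 to 86.17). Its negative control level of -7.763 lies within the range of the others (-8.449 to -7.666), while the median raw signal of these spots was 63.75 (48 to 52) and its ERCC control spots were at -3.967 (-8.329 to -6.467). Signal that does not come from rat RNA is therefore a candidate explanation for its bright dim probes. The processed signal is already corrected for background, so a higher floor is neither shown nor excluded. The same explanation fits BAM+ASCs replicate 2, with ERCC control spots at -6.467, where the 6 arrays besides these lay from -8.329 to -7.493, and 86.17% of gene spots well above background (74.06 to 77.18). Without replicate 2 there were 254 DEGs at 30 days. Replicate 1 does not decide the number of DEGs at 30 days, which was 467 without it, 257 higher and 210 lower. Without it the panel score difference was 0.373 instead of 0.555. A difference in the tissue of this rat was not tested.

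BAM+ASCs replicate 3 at 90 days was low in chemokines (-3.582, the others -2.640 to -1.848), leukocyte migration (-1.706, -0.278 to 0.394) and neutrophil and macrophage markers (-3.788, -1.320 to 0.292), and high in urothelial markers (4.175, 2.788 to 3.315) and Bmp2 (2.118, 0.483 to 1.239). Its negative control level of -5.868 lies within the others' range (-6.502 to -5.321), as does the median raw signal of these spots (88.25, 88 to 97), which argues against a different floor. The 75th percentile of its processed signal of 768.5 is below that of the others (867.9 to 1337), and an effect of this was not tested. A larger share of urothelium alone would lower the markers of all other tissues, but its smooth muscle score of 3.553 lies above the others (2.598 to 3.427), while its endothelial score of -1.599 lies below (-0.939 to -0.218). Fewer leukocytes in this piece of tissue stay open.

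Single measures stood apart on 5 more arrays: the Jak-STAT score of BAM replicate 8 at 180 days (-1.051, the others -1.492 to -1.332), the neutrophil and macrophage score (2.292, 1.361 to 1.733) and Zic2 (-1.461, -2.325 to -1.974) of BAM replicate 7 at 30 days, the PI3K-Akt score of BAM+ASCs replicate 2 at 7 days (-0.744, -0.945 to -0.876), the urothelial score of BAM+ASCs replicate 3 at 7 days (1.144, 1.919 to 2.570), and the urothelial score (0.187, 1.800 to 3.162) and Bmp2 (-1.898, 0.009 to 1.110) of BAM replicate 5 at 90 days. No biological or technical explanation was tested for these.

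The effect of ASCs differed between days (limma, adjusted p below 0.01) for 319 probes between 7 and 30 days, 2110 between 7 and 90, 2841 between 7 and 180, 3449 between 30 and 90, 813 between 30 and 180 and 3418 between 90 and 180 days. Among the named genes, the later minus the earlier log2 effect was 1.910 for Wnt1, 2.225 for Pkib, 1.867 for Slc32a1, 2.986 for Etv3 and 2.138 for Ppp1r14bl between 90 and 180 days. Between 7 and 180 days it was 3.013 for Zic2, 4.631 for Lcn2, -3.988 for Hsd11b2, -3.332 for Ly6g6e and -2.059 for Upk1b. For Hp it was 3.346 between 7 and 90 days and for Tspan1 -4.670 between 30 and 90 days. Days lie on different slides, so a slide effect stays open for each, as does a change of the ASC effect with time.

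Of the probes that differed between 90 and 180 days, 423 were DEGs lower with ASCs at 90 days and higher at 180 days. A signal floor that differs between slides is argued against for 224 of the probes with opposite calls, which were well above background on all 32 arrays. A hybridization difference that acts on single probes could explain the pattern: other probes of the same genes moved at 180 days by 23.39% of the called probes' median. It rests on 8 pairs of probes, all 8 with the same sign, so this explanation and a change of the genes cannot be told apart. At 90 days the figure was 1.961% for the same probes, over 3 pairs with 2 of the same sign. For all DEGs it was 54.54% at 7 days (216 pairs), 84.62% at 30 days (75 pairs), 94.82% at 90 days (190 pairs) and 21.06% at 180 days (21 pairs, 18 with the same sign). The graft labels of 1 day might be exchanged: the correlation of the effects at 90 and 180 days was -0.229 over all probes and -0.428 over probes well above background. Real effects may also differ in direction between days, so this decides nothing.

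Tissue markers that the paper does not analyse on the arrays also differed. The urothelial score was higher with ASCs by 1.684 at 7 days (exact permutation test, adjusted p = 0.0187, 5 of 8 arrays above every BAM array), 0.916 at 30 days (exact, adjusted p = 0.00787, 7 of 8 above) and 0.850 at 90 days (exact, adjusted p = 0.0323, 4 of 8 above), with the same sign under every scaling run and not past the adjustment at 90 days after quantile normalization. At 7 days the neutrophil and macrophage score was lower by -0.790 (exact, adjusted p = 0.00787, 6 of 8 below) and the endothelial score by -0.491 (exact, adjusted p = 0.00591, 8 of 8 below). A lower share of inflammatory cells alone would raise all other markers alike, and the endothelial score of -0.491 argues against it. A larger share of urothelium, or a slide effect, stays open.

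At 180 days the endothelial score was higher by 0.389 (exact permutation test, adjusted p = 0.00787, 7 of 8 arrays above every BAM array) and the adipocyte score by 0.893 (exact, adjusted p = 0.00787, 5 of 8 above), each with the same sign under every scaling run. A lower share of smooth muscle would raise the urothelial score too, which was -0.344 (exact, adjusted p = 0.225) and decides nothing within its spread. More fat tissue in the samples stays open and was not tested. The housekeeping score differed by -0.210 at 7 days (exact, adjusted p = 0.0497, with the same sign and a smaller difference of -0.062 after quantile normalization), by -0.171 at 30 days (exact, adjusted p = 0.0106) and by 0.541 at 90 days (exact, adjusted p = 0.0187), where it was -0.021 after quantile normalization. The scaling could therefore account for the difference at 90 days.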

How the results depend on the processing

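All alternatives were set before the data were examined, except that leaving out each array in turn and distances over DEGs well above background on all 64 arrays were chosen after seeing the data. Where no cause is given, the cause was not tested.

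Of 48 alternative DEG counts, 28 stayed within 1.5 times the count reported. Normexp background correction gave 1545 DEGs at 7 days, 1451 at 90 days and 477 at 180 days, and quantile normalization gave 1394 at 7 days. Leaving out dim probes gave 1687 at 90 days and a separate fit per day 1661. The two-way ANOVA of the methods gave 1573 at 30 days and 1211 at 180 days, with 1 p per probe for all days and no test of a single day. An unadjusted p gave 3607, 2320, 6513 and 1177 at 7, 30, 90 and 180 days, a 2-fold threshold 1558, 280, 2101 and 270, and 1 probe per gene, which tests fewer probes, 1232, 336, 1525 and 128. Leaving out 1 array gave 1577 (without BAM replicate 7) to 2602 (without BAM replicate 4) at 7 days, 254 (without BAM+ASCs replicate 2) to 638 at 30 days, 2533 (without BAM replicate 8) to 4267 at 90 days and 596 to 781 at 180 days.

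The share of DEGs that were higher with ASCs changed side with a separate fit per day at 30 days (49.79%), and at 90 days after normexp correction (60.79%) and without dim probes (65.68%, by a filter that keeps more probes measured with ASCs only). At 7 days it was 27.27% and became 43.04% after quantile normalization, 45.82% with the series matrix, in which replicates 2 to 4 with ASCs differ from the scanner values, 39.2% with the 75th percentile over detected probes, 34.01% with 1 probe per gene, 31.54% without dim probes, 29.14% with a 2-fold threshold, 22.33% after normexp correction and 13.13% with a separate fit per day. At 30 days it was 71.65% and otherwise became 53.79% (quantile) to 83.93% (2-fold threshold), at 90 days it was 31.07% and otherwise became 20.75% (2-fold threshold) to 47.8% (separate fit per day), and at 180 days it was 98.25% and became 75.63% (quantile) to 99.84% (separate fit per day). The median of all probes at 90 days moved from -0.271 to 0.078 after normexp correction and 0.002 after quantile normalization.

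The odds ratio of the olfactory receptors was 0.8224 (normexp), 0.6774 (quantile), 1.231 (75th percentile over detected probes) and 0.7749 (series matrix) at 7 days. At 90 days it was 0.1707 (normexp), 1.172 (quantile) and 0.788 (series matrix, through arrays of other days in the joint fit). Without dim probes it was 2.275 at 30 days and 18.27 at 180 days, and after quantile normalization 1.659 at 180 days. The filter on dim probes keeps probes above background in 1 group only, which favors probes that differ. Leaving out 1 array gave 1.163 (without BAM+ASCs replicate 3) to 1.793 at 7 days, 0.3098 to 1.078 (without BAM+ASCs replicate 1) at 30 days, 0.7419 (without BAM replicate 8) to 2.803 at 90 days and 0.5467 to 0.818 at 180 days.

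For the Hedgehog panel at 7 days the odds ratio was 5.362 after quantile normalization, 4.108 without dim probes and 3.778 with the two-way ANOVA, each past the adjustment, where it was 3.189 and not past it. The other alternatives, from 1.708 (2-fold threshold) to 3.736 (normexp), did not pass it. Leaving out 1 array gave 1.731 (without BAM replicate 7) to 4.922 (without BAM replicate 2) at 7 days, 1.698 to 4.348 at 30 days, 1.107 to 2.594 at 90 days and 0 to 4.805 at 180 days. The score difference at 30 days was 0.275 after normexp correction. It ranged from 0.373 (without BAM+ASCs replicate 1) to 0.635 when 1 array was left out, from -0.047 to 0.127 at 7 days, from -0.192 to -0.028 (without BAM replicate 8) at 90 days and from -0.012 to 0.065 at 180 days. At 30 days it did not pass the adjustment in 7 of the 16 cases: without BAM+ASCs replicate 1 (0.373) or 2 (0.508), and without BAM replicate 1 (0.523), 2 (0.533), 3 (0.548), 4 (0.517) or 5 (0.564).

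Of 456 alternative list scores 395 stayed on their side of the threshold, 13 passed it newly, 45 no longer passed it and 3 that had passed it reversed. Changes of sign in scores that passed it in neither case are counted among the 395. The reversed ones, all at 90 days, were the olfactory receptors after normexp correction (0.122), Jak-STAT without dim probes (0.011) and housekeeping genes after quantile normalization (-0.021). The number of lists past 0.05 at 7 days was 4 with the 75th percentile over detected probes and 3 with the series matrix. At 90 days it was 3 after normexp correction and 2 after quantile normalization. For the named genes, 1060 of 1092 values kept their side, 3 passed newly and 29 no longer passed.

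The replicate number is the position on the slide for all 64 arrays, so same-numbered arrays share a position. No other pairing was seen: of 8 same-numbered pairs at each day, 3, 3, 2 and 1 had a correlation over 0.1. With the replicate number as a block the Hedgehog panel score at 30 days had the same difference of 0.555 and no longer passed (exact permutation test, adjusted p = 0.129), and 0 lists passed at 7 days, 0 at 30 days, 0 at 90 days and 0 at 180 days. This was nearly fixed beforehand: the smallest p of the test within 8 pairs is 0.00781, 12 of the 76 comparisons would have to reach it for any of them to pass at it, and 10 did. It therefore says little about the scores, and 19 of the 45 that no longer passed come from it.

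The nearest array was of the same graft for 10 of 16 arrays at 90 days after normexp correction. The log2 ratio of short against long follow-up distances was 0.948 and became 0.503 (normexp), 0.554 (quantile), 0.588 (series matrix), 0.486 (dim probes left out), 0.555 (DEGs above background on all 64 arrays), 1.260 (all probes) and 1.714 (correlation distance). That of ASCs at 7 days to BAM at 30 days was -0.345 and became -0.055 (all probes) and -0.740 (correlation). That of ASCs at 30 days to BAM at 90 days was 1.231 and became 0.461 (normexp), 0.855 (quantile), 0.641 (series matrix), 0.346 (dim probes left out), 0.740 (DEGs above background on all 64 arrays) and 1.943 (correlation). That at 180 days was -0.404 and became -0.184 (normexp), 0.155 (quantile, reversed), -0.287 (series matrix), -0.247 (dim probes left out), -0.228 (DEGs above background on all 64 arrays) and -0.205 (correlation).

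The number of probes whose effect differed between 7 and 30 days was 154 after normexp correction and 126 after quantile normalization, and between 30 and 90 days 1869 after normexp correction. Signal over background limits the results at 90 and 180 days, where 54.45% and 55.84% of all probes were dim in both groups, against 30.87% at 7 days and 32.35% at 30 days. A block for slide was not run, since slide and group coincide.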

Differences from the paper's values

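The comparison with Fig. 3b in exchanged directions was chosen after the result was seen, and the alternatives named here were set before the data were examined.

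The paper's number of DEGs at 7 days is 4023 and the number found here is 2347. It is within 1.5 times the paper's with an unadjusted p (3607) and with no other alternative. The paper's number at 30 days is 4674 and that found here 508, with none of the alternatives within 1.5 times. At 90 days the paper's number is 7997 and that found here 3791, within 1.5 times with an unadjusted p (6513) only. At 180 days the paper's number is 1120 and that found here 741, within 1.5 times after quantile normalization (956), with the two-way ANOVA (1211) and with an unadjusted p (1177), and not with the others.

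At each day the direction of most DEGs in Fig. 3b of the paper is the other one from that found here. At 90 days this was not so after normexp correction (882 higher and 569 lower) or without dim probes (1108 and 579). At 30 days it was not so with a separate fit per day (241 higher and 243 lower). The paper does not say which graft the figure takes as the reference. Its upregulated DEGs are set against DEGs lower with ASCs and its downregulated DEGs against DEGs higher with ASCs on the untested assumption that the figure compares BAM with BAM seeded with ASCs. The upregulated DEGs are about 2900 at 7 days, about 1000 at 30 days, about 7000 at 90 days and about 410 at 180 days in Fig. 3b, read by eye, against 1707, 144, 2613 and 13 found here. An unadjusted p comes within 1.5 times at 7 days (2675) and 90 days (5131), and no alternative does at 30 and 180 days. The downregulated DEGs are about 1100 at 7 days and about 3600 at 30 days in Fig. 3b, read by eye, against 640 and 364. At 7 days the 75th percentile over detected probes (813), the series matrix values (854) and an unadjusted p (932) come within 1.5 times and the others do not, and at 30 days none does.

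The paper's fold enrichment of olfactory transduction at 30 days is 1.73 in its supplement, against 0.4809 for olfactory receptor genes here. Only without dim probes is it within 1.5 times (2.163). Among probes well above background on all 16 arrays of 30 days, the odds ratio of the olfactory receptors was 4.151.

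The paper reports lower expression of TGF-β genes at the initial stage. Of 38 TGF-β genes here, 19 had a higher mean with ASCs at 7 days, and 4 were DEGs higher and 1 lower. The score difference of 0.041 was negative after normexp correction (-0.059). The paper describes the chemokine pathway as activated early, while the mean was higher with ASCs for 8 of 54 chemokine genes at 7 days. The median of all probes was -0.164 there, the score difference of -0.337 was -0.173 relative to it and did not pass the adjustment (exact permutation test, adjusted p = 0.0754), and 2 chemokine genes were DEGs higher and 1 lower. The paper's text places differences of Hedgehog, Wnt and Bmp genes in the short follow-up only, while Bmp2 (0.867) and Wnt1 (-1.219) were DEGs at 90 days and Wnt1 (0.691) at 180 days. Fig. 6a of the paper, read by eye, marks these same changes, so the arrays differ here from the sentence and not from the figure. Wnt1 was lower at 90 and higher at 180 days, a pattern for which a slide effect on single probes stays open. The paper describes the profile with ASCs at 30 days as like that of BAM at 90 days, while BAM at 90 days was the farthest of the groups from it (105.7). These groups were scanned on different dates, so this distance includes any difference between scan dates. It also runs over probes of which many were chosen because the grafts differed at 90 days.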

Other observations

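The list scores and the test of the olfactory receptors without dim probes were set before the result was seen, and the other tests of explanations in this part were chosen only after.

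More DEGs were lower than higher with ASCs at 90 days, and a difference in the signal floor between the 2 slides may contribute: of the 1140 DEGs well above background on all 16 arrays 717 (62.89%) were higher and 423 lower. The filter on dim probes was used for this at first, with 65.68% higher, and was replaced since at 90 days it keeps 5043 other probes measured on all BAM+ASCs arrays only and 46 measured on all BAM arrays only. The dim olfactory receptor probes at 90 days had a median of -0.943, close to the shift of the negative control spots of -0.923, which fits a floor difference. For the over-representation of olfactory receptors at 90 days the test without dim probes gave an odds ratio of 4.358. By what was written beforehand this would count against the floor, but it rests on 4 of 14 genes, and the filter was seen afterwards to favor probes that differ, so a floor difference and an effect of ASCs cannot be told apart.

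At 7 days a floor difference is argued against for probes well above background on all 16 arrays. Of the 1478 DEGs well above background on all 16 arrays 31.39% were higher (31.54% with the filter on dim probes), and over-representation without dim probes, as tested by what was written beforehand, stayed with an odds ratio of 7.41. Because that filter favors probes that differ, the test was repeated, after this was seen, on probes well above background on all 16 arrays, with an odds ratio of 6.042. Over all named genes the odds ratio at 7 days was 0.8224 after normexp correction and 0.6774 after quantile normalization. For the olfactory receptors as a whole the floor is therefore not excluded. A slide effect of another kind stays open.

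Short and long follow-up lie apart in the tree. A signal floor that differs between the scan days as the whole cause is argued against by the log2 ratio of 0.555 ± 0.047 (bootstrap SD) that remained over the 1753 DEGs well above background on all 64 arrays. The slide or scan day itself could produce the split, and 0 days had arrays scanned on both scan days, so the scan day cannot be told apart from time since surgery.

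The 224 probes with opposite calls at 90 and 180 days that were well above background on all 32 arrays had a mean level of 1.557 in BAM at 90 days and 1.595 in BAM seeded with ASCs at 180 days, against 0.452 in BAM seeded with ASCs at 90 days and 0.607 in BAM at 180 days. Of the 423 probes lower at 90 and higher at 180 days, 19.15% had a gene name, against 61.77% of all probes.

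The paper reports from histology that ASCs enhanced smooth muscle regeneration. The smooth muscle score, with ASCs minus BAM at 7, 30, 90 and 180 days, differed by 0.400, -0.074, 0.490 and -0.278, none past the adjustment. Of the other tissue scores, also none past the adjustment, the differences were 0.046, 0.330, -0.283 and 0.286 for skeletal muscle. The sign for skeletal muscle at 90 days was the other one after normexp correction and without dim probes. The rest were -0.105, -0.190 and -0.561 for adipocytes at 7, 30 and 90 days, the first with the other sign after quantile normalization and with the series matrix, 0.072 and -0.135 for the endothelium at 30 and 90 days, and -0.262, -0.656 and 0.334 for neutrophils and macrophages at 30, 90 and 180 days. The housekeeping score at 180 days differed by 0.083.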
